# Exosome based analysis for Space Associated Neuro-Ocular Syndrome and health risks in space exploration

**DOI:** 10.1038/s41526-022-00225-4

**Published:** 2022-09-14

**Authors:** Sudipto K. Chakrabortty, Yevgenia L. Khodor, Robert R. Kitchen, Dulaney L. Miller, Kailey M. Babcock, Kyle S. Manning, Steven P. Lang, Vasisht Tadigotla, Wei Yu, Eric Bershad, Johan Skog, Susana Zanello

**Keywords:** Biomarkers, Neuroscience

## Abstract

Molecular profiling to characterize the effects of environmental exposures is important from the human health and performance as well as the occupational medicine perspective in space exploration. We have developed a novel exosome-based platform that allows profiling of biological processes in the body from a variety of body fluids. The technology is suitable for diagnostic applications as well as studying the pathophysiology of the Space Associated Neuro-Ocular Syndrome in astronauts and monitoring patients with chronically impaired cerebrospinal fluid drainage or elevated intracranial pressure. In this proof-of-concept, we demonstrate that: (a) exosomes from different biofluids contain a specific population of RNA transcripts; (b) urine collection hardware aboard the ISS is compatible with exosome gene expression technology; (c) cDNA libraries from exosomal RNA can be stored in dry form and at room temperature, representing an interesting option for the creation of longitudinal molecular catalogs that can be stored as a repository for retrospective analysis.

## Introduction

Multiple biological adaptations are provoked by exposure to factors present in space exploration environments. Thanks to many years of sustained human presence on the International Space Station (ISS), the effects of microgravity, radiation, altered inspired gas composition, stress, isolation and other factors have been studied in humans by physiologic observations, blood and urine biochemistry and medical monitoring. In our systems biology era, deep molecular characterization of the individuals’ response to such unique environmental scenarios should also include a complete survey of the longitudinal transcriptomic profiles. We have developed a novel exosome-based approach that allows profiling of biological processes in the body from a variety of body fluids. Exosomes and other extracellular vesicles (EVs) are nanoscale in size (typically 50–200 nm in diameter) and released from all living cells to end up in body fluids such as urine, plasma, or cerebrospinal fluid (CSF). Exosomes contain molecular genetic material from the cell of origin, including the RNA transcriptome, and allows monitoring of tissue-based changes from an easily accessible body fluid. With the use of this platform, we can profile the entire RNA transcriptome from exosomes in urine, plasma or CSF which opens a window into studying specific transcriptome changes in the body, including mapping pathways that are affected in the target population^1^. We are now utilizing this approach to answer questions regarding the fundamental mechanisms underlying one of the current high-focus risks of human spaceflight, the Spaceflight-Associated Neuro-ocular Syndrome (SANS).

SANS comprises ocular structural and visual manifestations associated with the exposure to microgravity, especially during long-duration missions on the ISS^2^. Signs include optic disc edema, optic nerve sheath distension, increased retinal and choroidal thickness, cotton wool spots, and posterior globe flattening with decreased near visual acuity^3,4^. Spaceflight-associated peripapillary optic disc edema and substantial choroid thickening have been observed bilaterally in both sexes^5^. Similar signs have been reproduced in the ground model of simulated microgravity head down tilt bed rest^6^. While it has been hypothesized that elevation of intracranial pressure (ICP) may be associated with SANS, ICP has not yet been thoroughly investigated in astronauts and the question remains to be answered. For some, ICP increase alone may not be responsible for SANS^6^. Genetic determinants of 1C metabolism enzymes have been shown to be associated with SANS^7^. In view of this, we have embarked on a quest to characterize the SANS risk by performing a longitudinal profile at the transcriptomic level in astronauts participating in long-duration missions on the ISS, to discover susceptibilities, risk factors, and uncover underlying processes leading to SANS. This is the objective of a NASA-approved flight study in astronauts for which subject recruitment has just started^8^.

### This article reports some technical proof-of-concepts in preparation for such study

In a pilot phase, we previously documented that a terrestrial analog of increased ICP is characterized by inflammatory transcriptional signatures in the CSF of affected individuals through the analysis of exosomes, a subtype of EVs, that are derived from living cells and present in biofluids^9^. While an imperfect analog^7^, idiopathic intracranial hypertension^10^ (IIH) exhibits some of the characteristics of SANS and it is conceivable that certain pathophysiology may be shared between the two conditions. In this paper, we expand on those findings by further investigating different biofluids in IIH patients undergoing CSF drainage as a therapeutic intervention to decrease ICP. We utilized a newly developed RNA-Seq workflow and analysis pipeline that gives a much broader view of the exosome content than what has been typically published on exosomes. Most exosome RNA studies in the literature focus on small RNAs (such as miRNAs) because of the electropherogram size distributions, however, here we show a much broader diversity of detected long RNAs, and achieved a similar diversity of RNAs as to when sequencing a tissue sample^11,12^. In addition, we tested the currently used in-flight urine collection tubes to assess their compatibility with this whole transcriptome profiling technology. Finally, we further explored the potential ease of use for the exosome technology through the preservation of exosomal genetic material in dry form to create a molecular catalog of an individual, that can be further applied as a standardized tool in the space medical and research kit of upcoming exploration scenarios.

## Results

### RNA content and quality

Our first objective was to investigate and compare the nature of the exosome RNA population in the various types of biofluids. For this purpose, we collected whole blood and plasma before and after lumbar puncture (LP) in IIH patients reporting to the neurology clinic. Patients presented with an elevated ICP (before LP) which was reduced after CSF drainage by LP. Patients then returned to the clinic after 1 month to provide a second blood sample. CSF was collected at the time of the first visit, and urine was collected during the follow-up visit. We isolated EVs from plasma, urine, and CSF prior to RNA extraction using optimized methods from Exosome Diagnostics (Waltham, MA, USA). We also isolated intracellular RNA from whole blood stabilized in PAXgene^®^ Blood RNA Tubes (QIAGEN, Hilden, Germany) as a comparison. Total RNA-Seq libraries were made from isolated RNA, and gene expression analysis was performed (Fig. 1A). 

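Whole blood and plasma were each profiled in 3 patients pre-treatment and post-treatment, CSF in the 3 patients at high ICP, and urine in the 3 patients post-treatment, which made 18 samples. Whole blood carried the cellular RNA of red cells, white cells and platelets, and plasma, CSF and urine carried EV RNA. The replicates are separate patients by the sample labels and by the paper, although the file names of the 3 post-treatment plasma libraries all carry the same subject number. The urine samples are numbered apart from the other biofluids and were matched to patients through the preservative named for each in the paper's supplement. A pre-treatment blood library had been sequenced in 2 runs, whose counts were added.

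Total reads per library, in megareads (M), ranged from 49.2 to 55.3 M (median 54.8) in pre-treatment blood, from 46.2 to 54.7 M (median 49.7) in post-treatment blood, from 47.5 to 54.0 M (median 49.7) in pre-treatment plasma and from 49.2 to 59.6 M (median 54.9) in post-treatment plasma. CSF was shallower, at 21.2 to 23.5 M (median 21.9), and urine lay between, at 37.8 to 50.8 M (median 38.5).

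The authors aligned paired-end reads to hg38, estimated counts and TPM per transcript with Salmon over a Gencode transcriptome with rRNA, ERCC and vector sequences added, and tested genes with DESeq2. From there the estimated counts were summed by gene, and pre-treatment and post-treatment groups were compared with edgeR quasi-likelihood tests after TMM scaling and filtering, with rRNA and spike-ins left out of the tests. DESeq2, other scaling, no filter and the removal of each library in turn were the alternatives, and 32 gene lists for cell types and processes were tested with camera.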

Hybrid capture-based enrichment of the RNA exome significantly improves the proportion of reads mapping to the transcriptome and protein-coding genes (Fig. 1F, G). However, since the entire exosomal RNA transcriptome (including long non-coding RNAs) were being investigated in this study, results are shown for whole transcriptome data rather than exome-capture.

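Hybrid capture moved the EV RNA of plasma and urine toward protein coding genes. In 4 captured plasma libraries protein coding genes took 94.2% ± 0.219 (mean ± SD) of the reads assigned to genes, 17.5 points more than the 76.7% ± 3.07 of total RNA-Seq plasma in 3 patients (means of both visits). Captured urine reached 94.4% ± 0.101 in 4 libraries, 12.4 points above the 82.0% ± 2.59 of 6 control urine libraries. Protein coding mRNA is the target of the exome and UTR probes, while rRNA and most small noncoding RNA are not.

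The plasma difference had an exact permutation p = 0.0286 (two-sided, the smallest possible with 35 splits) and the urine difference p = 0.00476 (the smallest with 210 splits). With repeat libraries of the same material averaged, a check added after the values were seen, the urine difference had exact p = 0.0119. Leaving mitochondrial rRNA out, rRNA fell from 6.11% ± 0.586 of all reads in total RNA-Seq plasma to 1.06% ± 0.146 in captured plasma (exact p = 0.0286). Mitochondrial rRNA took 0.978% to 33.8% of reads in the total RNA-Seq plasma libraries and at most 0.0065% in captured plasma. The rRNA share of captured urine varied between libraries: it was 11.7% ± 13.1, from 0.283% to 23.6% across 4 libraries, against 8.91% ± 1.57 in the control urine (exact p = 0.610). Both high values were repeat libraries of the same source, and with the repeats averaged the difference turned to -1.03 points (exact p = 0.869).

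Total reads ranged from 0.760 to 3.03 M (median 1.83) in captured plasma and from 42.6 to 239 M (median 47.7) in captured urine. The captured plasma libraries are labelled as repeats of pooled plasma, so their spread and p may describe the library step alone. The captured libraries came from other samples than the total RNA-Seq libraries, so source and capture changed together, and reads outside the transcriptome were not used here.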

**Fig. 1:**
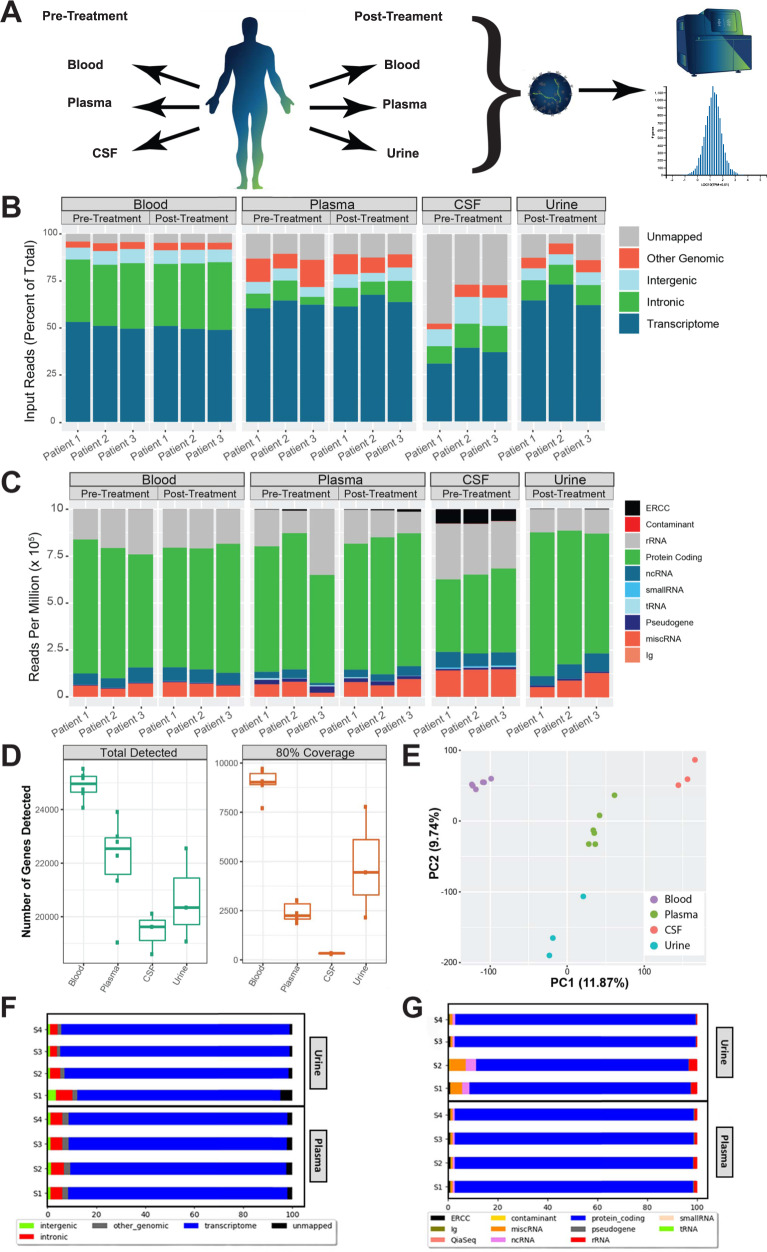
High quality total RNA-Seq data on long RNAs extracted from extracellular vesicles from four different biofluids. **A** A schematic summarizing experimental procedure. Whole blood, plasma, and CSF were collected from patients exhibiting high intercranial pressure (ICP) at their initial visit (“Pre-Treatment”) and whole blood, plasma, and urine at a follow-up visit (“Post-Treatment”) were subject to exoRNA isolation, RNA-Seq, and data analysis. **B** Stacked bar graphs showing the percentage of RNA-Seq reads mapping to transcriptome, intronic, intergenic, and other genomic regions by sample and biofluid type. **C** Stacked bar graphs showing the number of reads per million (RPM) mapping to various biotypes by sample and biofluid type. **D** Boxplots of the number of total genes detected and the number of genes covered at 80% or higher by biofluid. The center line represents the median, boxes represent ±1 interquartile range, and whiskers ±1.5 interquartile range. **E** Principal component analysis (PCA) of all samples showing clear separation of samples by biofluid type. **F** Exome capture performed on both plasma and urine RNA-Seq libraries resulted in increased proportion of reads mapped to the transcriptome when compared to total-RNA seq. **G** Exome capture performed on both plasma and urine RNA-Seq libraries resulted in increased proportion of reads mapping to protein coding genes and depletion of reads mapping to rRNA when compared with total RNA-Seq.

The quality of sequencing from EV RNA in different biofluids was of primary interest. While the proportion of mappable reads differs between biofluids, we observed that overall, the majority of the reads mapped to the transcriptome (Fig. 1B). Notably, samples collected from whole blood had a higher proportion of reads that map to introns. That finding is consistent with randomly primed RNA-Seq libraries from the whole blood sample containing nucleic acids from cells that include introns and pre-mRNAs that have not been completely processed into mature transcripts^13^. Human introns are much longer than coding regions and will account for a disproportionate number of reads, lowering the quantity of reads that hit informative regions of the transcriptome in each sample. Of the EV RNA samples, CSF samples contained the fewest mappable reads, most likely due to the fragmented nature of the recovered RNA. We did not try to map sequences shorter than 30 nts (Supplementary Fig. S1). Ribosomal RNAs were depleted from each sample since they would otherwise consume most of the reads. We observe that most transcriptome-mapping reads in all biofluids map to protein coding genes (Fig. 1C). 

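Protein coding mRNA took most of the reads assigned to genes in all 4 biofluids. Its share was 81.4% ± 4.03 (mean ± SD, n = 3) in pre-treatment blood, 79.2% ± 1.98 in post-treatment blood, 76.0% ± 2.62 in pre-treatment plasma, 77.4% ± 3.53 in post-treatment plasma, 77.3% ± 6.62 in urine and 60.9% ± 1.60 in CSF. Control urine stood at 82.0% ± 2.59 in 6 libraries and control CSF at 56.5% ± 2.36 in 4 pools. Gene reads leave out rRNA, spike-in and vector reads. Among gene reads, every one of these libraries had more on protein coding genes than on all other classes together. As shares of all reads these values would be lower: rRNA other than mitochondrial took 24.1% to 34.9% of all reads in the CSF libraries.

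The share depends on the unit. TPM divides by transcript length, so it weights short RNA more, and on that scale protein coding genes took 47.2% in pre-treatment blood and 11.9% in CSF, below the share of the other classes together.

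**Figure D1:**
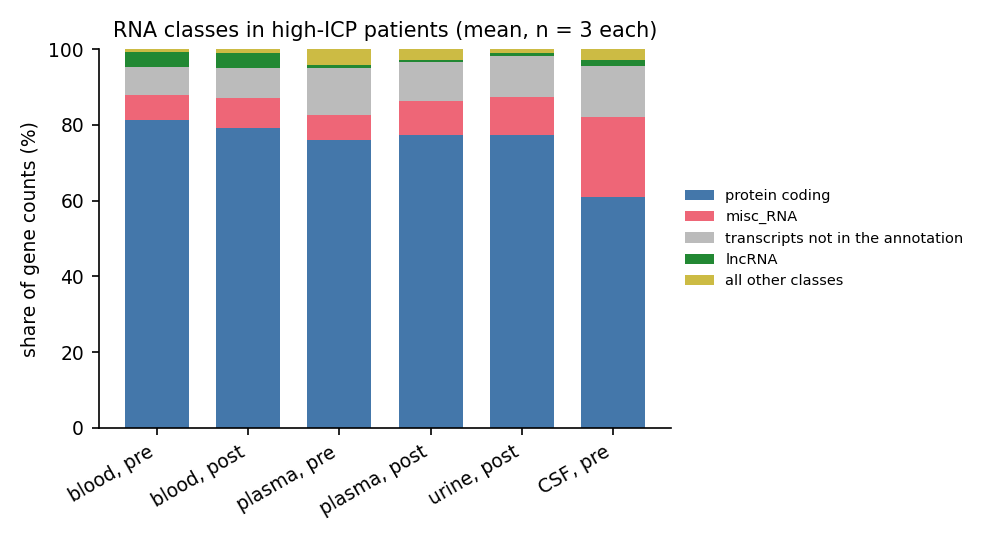
Share of the reads assigned to genes by RNA class. Each stacked bar is the mean of 3 libraries of 1 group, the vertical axis is the percentage of gene reads, and colors mark RNA classes. Protein coding RNA filled from 60.9% (CSF) to 81.4% (pre-treatment blood), and small noncoding RNA filled most of the rest in CSF.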

CSF samples had relatively fewer reads mapping to protein coding genes, most likely due to a higher proportion of fragmented RNAs in these samples resulting in less efficient ribodepletion. In addition to protein coding genes, we also detected ample non-coding RNAs and small RNAs. 

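CSF EV RNA held fewer protein coding reads than plasma EV RNA, and most of the gap was a single small RNA. The signal recognition particle RNA RN7SL2 (ENSG00000274012, GRCh38 chr14:49862550-49862849), the scaffold of the complex that directs nascent secreted proteins to the endoplasmic reticulum, took 19.7% ± 0.672 of CSF gene reads (n = 3), against 6.95% in plasma (n = 6), 6.19% in blood (n = 6) and 9.40% ± 4.07 in urine (n = 3). Protein coding genes lay 15.0 points lower in CSF than in pre-treatment plasma of the 3 patients, with no overlap between groups (exact permutation p = 0.1, two-sided, the smallest possible with 20 splits, so 10% of splits separate 3 from 3).

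Patients' CSF and the normal-ICP pools shared this make-up: patients stood 4.39 points above the pools in protein coding share (exact p = 0.0571, with 0.0286 the smallest of 35 splits). The paper proposes that fragmented RNA and less efficient ribodepletion lowered the share. Leaving mitochondrial rRNA out, rRNA took 26.7% of all reads in patients' CSF and 28.5% in the pools. It took 4.36% in pre-treatment plasma, 7.86% in post-treatment plasma, 12.2% in urine and 20.1% in pre-treatment blood. Mitochondrial rRNA took 3.41% to 33.8% of reads in pre-treatment plasma and 0.978% to 10.0% post-treatment, but at most 0.918% in any CSF library. The gap in total rRNA between CSF and plasma was therefore smaller than these shares show. Fragment length was not analysed here.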

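Long noncoding RNA marked whole blood and small noncoding RNA marked CSF. lncRNA took 3.94% ± 1.02 of gene reads in pre-treatment blood (mean ± SD, n = 3), 0.575% in pre-treatment plasma, 0.755% ± 0.122 in urine and 1.51% ± 0.0708 in CSF. The nuclear-retained transcript MALAT1 alone took 2.63% of blood gene reads (n = 6), most of the lncRNA there.

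Small noncoding RNA took 22.1% ± 0.430 of gene reads in CSF, 6.72% in pre-treatment blood, 7.43% ± 2.90 in pre-treatment plasma and 10.0% ± 4.35 in urine. In CSF nearly all of it was annotated as miscellaneous RNA (21.2% ± 0.517), the class that holds RN7SL2 and the Y RNA RNY1. RNY1 took 1.22% of CSF TPM and the small cytoplasmic RNA BCYRN1, a primate neuronal transcript, 1.68%. miRNA and tRNA sequences were part of the reference and were not tested apart.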

ERCC synthetic RNA spike-ins were added to each sample as a spike-in quality control. This demonstrated a greater than 0.9 correlation coefficient (Pearson’s) between samples, underscoring excellent technical reproducibility of the RNA-Seq workflow. It also showed a large dynamic range of detection of five orders of magnitude in each sample (Supplementary Fig. S2). 

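ERCC spike-ins, synthetic RNA added after DNase treatment and before reverse transcription, tracked one another across the patients' 18 libraries with a median Pearson r of 0.870 on log10 TPM over the spikes seen in both libraries of a pair. Among 153 pairs r ranged from 0.732 to 0.960, and 38 pairs lay above 0.9. Within a biofluid the median r was 0.902 in blood (10 of 15 pairs above 0.9), 0.895 in plasma (7 of 15), 0.898 in CSF (1 of 3) and 0.853 in urine (0 of 3).

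Scale decided how many pairs passed 0.9. On linear TPM the median was 0.828 and 72 pairs lay above 0.9, with every within-biofluid pair at 0.984 or higher, since the few most concentrated spikes dominate that scale. Adding 0.01 to TPM before the logarithm, which keeps unseen spikes, left a median of 0.863 and 19 pairs above 0.9. Each pair rested on 35 to 53 spikes in the main version, and the pairs share libraries, so they are not independent.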

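ERCC spike-ins spanned more than 5 orders of magnitude of TPM in CSF and fewer in blood. From the lowest spike above 0.01 TPM to the highest, the span was 6.38 to 6.44 orders in CSF (n = 3), 4.43 to 5.31 in pre-treatment plasma and 4.89 to 5.71 in post-treatment plasma. With every spike above 0 counted the plasma spans reached 7.47 and 8.54. In pre-treatment blood it was 4.02 to 4.10 orders, in post-treatment blood 3.51 to 4.01 and in urine 4.11 to 4.76. Spike-ins are synthetic, so the span describes detection and not the biofluid's own RNA.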

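CSF carried far more ERCC spike-in than any other biofluid of the patients. Spike-ins took 7.24% ± 0.807 of all reads in CSF (mean ± SD, n = 3), 0.406% ± 0.405 in pre-treatment plasma, 0.800% ± 0.559 in post-treatment plasma, 0.264% ± 0.161 in urine, 0.0665% ± 0.0109 in pre-treatment blood and 0.0666% ± 0.0115 in post-treatment blood. CSF did not overlap with pre-treatment plasma, pre-treatment blood or urine, each with an exact permutation p = 0.1 (two-sided, the smallest possible for 3 against 3, where 10% of splits separate the groups).

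Control CSF pools held 10.1% ± 7.97 spike-in (n = 4), no different from patients (exact p = 0.657), so the large share belonged to CSF and not to high ICP. With a fixed amount of spike-in per sample, its share rises as sample RNA falls. RNA yields were not analysed here.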

The relative proportion of ERCC spike-ins was greatest in CSF due to the lower exosome RNA yield from those samples. 

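Whole blood gave the widest gene detection of the 4 biofluids. At TPM above 0.01, 23782 ± 461 genes (mean ± SD, n = 6 libraries) were detected in blood and 17476 ± 687 in CSF (n = 3). Blood of each patient, averaged over both visits, held 4082 more genes than plasma, pre-treatment blood held 6036 more than CSF, and post-treatment blood held 4332 more than urine, each with an exact permutation p = 0.1 (two-sided, the smallest of 20 splits).

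A count floor left the order of blood unchanged, with 20887 genes at 5 or more reads in blood, 16763 in plasma, 13976 in CSF and 17383 in urine. With all libraries thinned to 14233256 gene reads and genes counted from 1 read, blood kept 22766 genes, plasma 19290, CSF 19290 and urine 19085, so blood's lead held. CSF libraries were hardly thinned, and their rise over the main count came from the lower limit of 1 read. At TPM above 1 post-treatment blood less urine came to -604.7 genes (exact p = 0.4), and the cause was not tested.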

Whole blood allows for detection and coverage of the greatest number of genes, as expected from a sample that contains peripheral blood mononuclear cells and red blood cell RNA (Fig. 1D). 

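EV RNA of plasma and urine reached nearly the same breadth. Plasma held 19701 ± 1350 genes at TPM above 0.01 (mean ± SD, n = 6) and urine 19721 ± 1754 (n = 3). Urine stood 417 genes below post-treatment plasma (exact permutation p = 0.8, two-sided, 0.1 the smallest of 20 splits) and CSF 1787 below pre-treatment plasma (exact p = 0.3). Control urine reached 17908 ± 1746 genes in 6 libraries of 14.6 to 52.2 M reads. The threshold of the paper's count is not given in its text, and TPM above 0.01 was fixed before the values were seen.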

Interrogating plasma and urine EV RNA allowed for detection of over 20,000 genes on average at this sequencing depth. We also looked at the number of genes that were detected with at least 80% gene body (exons only) coverage. This metric revealed a very high quality of the urine EV RNA, where 4448 genes were detected with at least 80% coverage (Fig. 1D). The corresponding number for plasma and CSF was 2245 and 334, respectively. 

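Gene expression set each biofluid apart from the others. In a PCA of log2 normalized CPM over 26825 genes in the patients' 18 libraries, PC1 carried 32.8% and PC2 16.03% of the variance, and the nearest neighbor of 18 of 18 libraries was of its own biofluid. The mean distance was 300 within a biofluid and 561 between biofluids, a gap of 261 (permutation p = 1e-05, one-sided, the smallest with 100000 shuffles of the biofluid labels).

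By mean share of reads the most abundant mRNA was HBA1 in blood, MT-ND1 in plasma and EEF1A1 in CSF. In urine PPL led the mean through 1 library, and EEF1A1 took at least 0.565% in every library. With log10 of TPM plus 0.01 scaled per gene, 15 of 18 libraries lay nearest to their own biofluid and the gap was 84.8.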

Notably, the gene expression in each biofluid is different enough that each clearly segregates with its replicates in a principal component analysis (PCA) (Fig. 1E).

### Biomarker discovery for IIH

A primary objective of this analysis was to compare the advantage of using EV RNA isolated from plasma vs. using whole blood for biomarker detection from the same subjects. In order to compare the two biofluids, we examined the diversity of gene expression information in individual samples. The whole blood RNA was extracted from a 10 ml PAXgene^®^ RNA tube (2.5 ml blood + 7.5 ml preservative) and the EV RNA was isolated from 2 ml plasma. We determined the top 10 expressed genes in whole blood and plasma and ranked them by their expression abundances and compared that to the remaining informative transcriptome targets. In blood, three genes, HBA1, HBB, and HBA2, accounted for almost 75% of the informative transcriptome reads in each sample. 

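HBA1, HBB and HBA2, the alpha and beta globin chains of red cell hemoglobin, were the most abundant mRNAs in whole blood, together 30.997% ± 1.43 of TPM (mean of 3 patients, each averaged over both visits, ± SD). HBA1 (ENSG00000206172, GRCh38 chr16:176680-177522) took 11.3% ± 3.22, HBB (ENSG00000244734, chr11:5225464-5229395) 11.0% ± 1.79 and HBA2 (ENSG00000188536, chr16:172876-173710) 8.67% ± 2.59 of TPM across 6 libraries. RN7SL2 exceeded each of these genes at 27.3% ± 3.57 of TPM, and 7SK followed at 2.41%.

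The hemoglobin share depends on the denominator. It was 29.2% ± 1.21 of reads assigned to genes, 25.5% of TPM when rRNA and spike-ins are counted in, and 71.0% ± 1.62 of the TPM of protein coding genes alone, a denominator added after the values were seen. In gene reads HBA1 took 11.1%, HBB 9.13% and HBA2 8.93%, ahead of RN7SL2 and MALAT1. Leaving out any 1 patient kept the blood share between 30.2% and 31.6%.

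**Figure D2:**
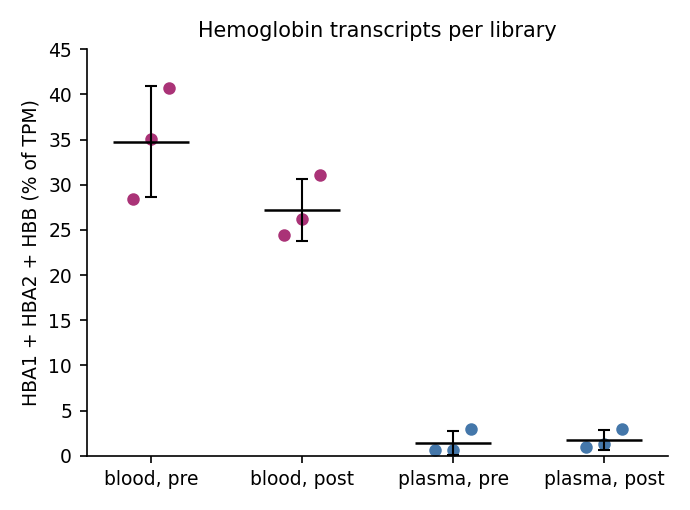
Summed share of HBA1, HBA2 and HBB in TPM of all genes, in percent (vertical axis), by group (horizontal axis). Points are libraries, horizontal lines are means of 3 and error bars are SD. Blood averaged 30.997% over both visits and plasma 1.55%, without overlap.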

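Plasma EV RNA held a small fraction of the hemoglobin mRNA of whole blood. HBA1, HBB and HBA2 summed to 1.55% ± 0.685 of TPM in plasma (mean of 3 patients over both visits ± SD), 29.5 points below blood, and all 3 patients showed the drop (exact permutation p = 0.1, two-sided, the smallest of 20 splits). By reads the plasma share was 1.68%, and by TPM with rRNA and spike-ins counted in it was 1.27%. With any 1 patient left out plasma stayed between 1.28% and 1.93% (exact p = 0.333, the smallest then possible). The paper states that the smaller hemoglobin share leaves more diversity of targets in EVs.

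Averaged over libraries, mitochondrial mRNA led the mRNAs of plasma. MT-ND1 took 3.93% ± 3.54 of plasma gene reads (n = 6), MT-ND5 3.87%, MT-ND4 3.35% and MT-CO1 3.31%, all subunits of the respiratory chain, and RN7SL2 took 25.8% ± 10.0 of plasma TPM. The order varied between libraries: MT-ND1 took from 0.150% to 10.1%, while HBB took at least 0.275% in every library, so HBB stood above MT-ND1 in at least 1 of 6.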

While these genes were also present in plasma EVs, their share of transcriptome reads was significantly smaller (Fig. 2A) leaving more diversity of RNA targets for biomarker discovery efforts in the EVs. From the biomarker discovery efforts, we could only detect three differentially expressed genes between the pre-treatment and post-treatment whole blood samples (Fig. 2B), while 185 differentially expressed genes were detected in comparable plasma EV samples (Fig. 2C, D). 

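No gene separated post-treatment from pre-treatment samples in either whole blood or plasma by edgeR, whereas DESeq2 called 9 genes in blood and 186 in plasma. HBA1 stood at 130750 ± 27260 normalized CPM in pre-treatment blood and 94112 ± 21340 post-treatment (mean ± SD, n = 3 each, log2 fold change -0.47, adjusted p = 0.999), HBB at -0.48 and HBA2 at -0.40, each lower in 3 of 3 post-treatment libraries than the pre-treatment mean. UBB, a polyubiquitin gene (ENSG00000170315, GRCh38 chr17:16380798-16382745), went from 3757 to 2134 (log2 fold change -0.82, SE 0.282, adjusted p = 0.999). ADIPOR1, an adiponectin receptor abundant in reticulocytes (ENSG00000159346, chr1:202940826-202958572), went from 3105 ± 280 to 2241 ± 133 (-0.47, adjusted p = 0.999, DESeq2 0.781).

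SCARNA16, a small Cajal body RNA that guides modification of spliceosomal RNA (ENSG00000275143, chr17:77089307-77089493), had 0 reads in pre-treatment blood and 150 reads post-treatment, at least 52.7-fold higher with 3 reads assumed over the empty group, a floor that covers counting error only. It was called by DESeq2 (adjusted p = 0.00202) and not by edgeR (adjusted p = 0.999). The myeloid gene LYZ (log2 fold change 0.34) and the NK cell receptor gene KLRD1 (0.59) leaned the other way from the red cell genes, each with adjusted p = 0.999 and no overlap between groups, which 10% of splits give by chance.

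In blood edgeR tested 20736 genes, of which 509 had an unadjusted p below 0.05 and 0 passed adjustment, and in plasma 16353 genes, of which 426 had an unadjusted p below 0.05 and 0 passed. Of the DESeq2 genes, 4 of 9 in blood and 97 of 186 in plasma were protein coding, with a median of 4.24 and 2.02 normalized CPM, and 31 of the plasma genes had more than 80% of their reads in 1 library. In counts simulated with the real dispersions, edgeR found 59.1% of genes changed 8-fold in blood and 30.3% in plasma. DESeq2 found 66.7% and 50.0%. Over the genes changed 2-, 4- and 8-fold together, 40 of its 141 calls were false in blood and 101 of 152 in plasma. The share of false calls depends on how many genes were changed, so it does not carry over to the real calls. With 3 patients edgeR can miss changes of 8-fold too, most of them in plasma. The difference between the plasma change and the blood change was called for 0 of 23432 genes by edgeR (1559 at unadjusted p below 0.05) and for 307 by DESeq2 (118 higher, 189 lower).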

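Plasma genes called by DESeq2 lay mostly on the down-regulated side post-treatment, 138 down and 48 up. None of the called genes belonged to the mitochondrial or platelet lists, whose members leaned down without passing. MT-ND4L (ENSG00000212907, GRCh38 chrM:10470-10766) went from 7303 ± 8676 to 1531 ± 1418 normalized CPM (mean ± SD, n = 3 each, log2 fold change -2.25, edgeR adjusted p = 1.0) and MT-ATP8 from 3490 ± 4398 to 649 ± 586 (-2.43, adjusted p = 1.0), lower in 3 of 3 libraries. The platelet genes RGS18 (-1.13) and GP1BA (-0.93) were lower in 2 of 3 (both adjusted p = 1.0).

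On the up-regulated side FBN1, the extracellular matrix glycoprotein of microfibrils (ENSG00000166147, chr15:48408313-48645721), had 22 reads pre-treatment and 1495 post-treatment (log2 fold change 5.05, DESeq2 adjusted p = 1.13e-05, edgeR adjusted p = 1.0, 3 of 3). IGHA1, the constant region of IgA (log2 fold change 1.86), and the neutrophil defensin gene DEFA3 (1.82) also leaned up in 3 of 3 without passing edgeR (adjusted p = 1.0). Patients differed widely: mitochondrial rRNA took from 3.41% to 33.8% of all reads in pre-treatment plasma and from 0.978% to 10.0% post-treatment.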

We observed that the majority of differentially expressed genes in plasma were downregulated post-treatment (Fig. 2C), and we were able to discern individual transcriptome differences between patients (Fig. 2D). To gain further insight into the EV RNA changes following treatment for ICP, we performed a gene set enrichment analysis (GSEA) on the significant differentially expressed genes in plasma to see whether these genes could be grouped for further investigation. GSEA allows for statistical determination of whether groups of genes that share biological function are expressed differently between two phenotypes, such as high vs. low ICP. While this analysis was limited to only three patients, we observed that the up-regulated gene sets in post-treatment plasma point toward genes implicated in adhesion, extracellular structures, binding, and migration, while the downregulated genes include immune response signaling and neutrophil mediated immunity (Fig. 2E). 

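In post-treatment plasma mitochondrially encoded and platelet mRNAs leaned down and ribosomal protein mRNAs leaned up as lists, with calls that hold only at a low fixed correlation, while adhesion and neutrophil genes did not pass. All 13 mitochondrially encoded genes leaned down with a median log2 fold change of -2.25 (camera adjusted p = 9.74e-07). That call was lost when the correlation among genes was estimated, adjusted p = 0.747 with an estimated correlation, and without 1 library (adjusted p up to 0.256). All 76 cytosolic ribosomal protein genes leaned up by a median of 0.17 (camera adjusted p = 0.0126), adjusted p = 0.813 with an estimated correlation and up to 0.473 without 1 library. Platelet genes leaned down in 23 of 26, median -0.52 (camera adjusted p = 0.0165), adjusted p = 0.800 with an estimated correlation and up to 0.824 without 1 library. Adjusted over the list alone, 0 genes of these lists passed.

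Adhesion and extracellular matrix genes leaned up in 17 of 30 with FBN1 in front (camera adjusted p = 0.244). Neutrophil genes leaned up in 17 of 25 by a median of 0.59 with camera adjusted p = 0.0638 and 0.0320 with a replicate block, adjusted p = 0.747 with an estimated correlation and up to 0.953 without 1 library. Cytokine genes leaned up in 16 of 22 (adjusted p = 0.110) and T and NK cell genes in 20 of 27 (adjusted p = 0.0948).

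In whole blood erythroid genes leaned down in 25 of 26 (median -0.40, camera adjusted p = 1.76e-13), adjusted p = 0.493 with an estimated correlation, and ribosomal protein genes in 76 of 76 (median -0.29, adjusted p = 1.18e-09), adjusted p = 0.760 with an estimated correlation. Without 1 library the erythroid adjusted p stayed at or below 1.61e-05, while that of ribosomal genes reached 0.222 and their direction turned in 1 of 6 fits. These lists are not the MSigDB sets of the paper, and the patients number 3.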

A greater sampling of ICP patients may be needed to better understand the significance of these gene sets.

**Fig. 2:**
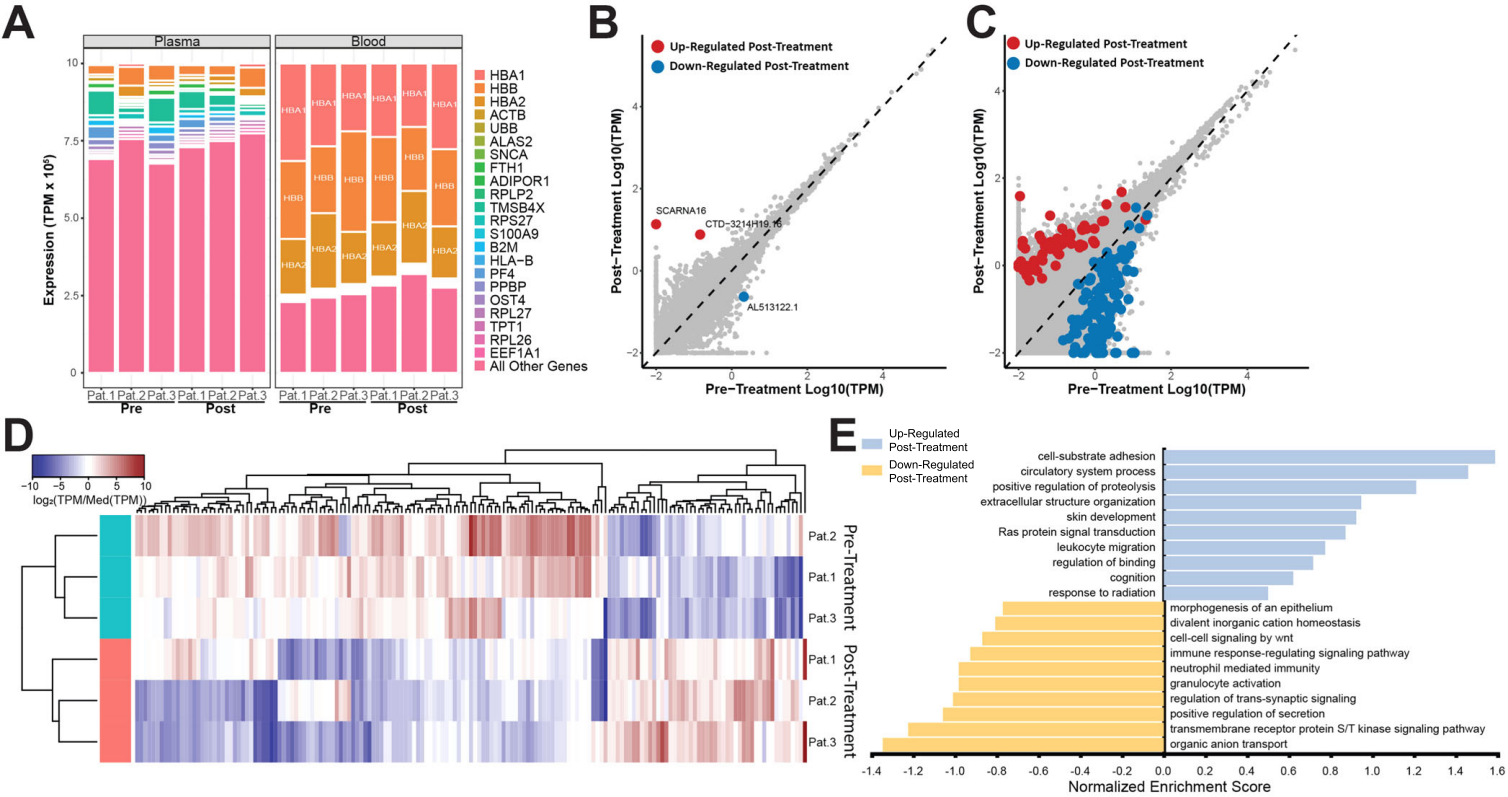
Differential gene expression analysis in plasma is more informative than in whole blood samples from ICP patients. **A** Stacked bar graphs showing the expression (in TPM) of the ten most abundant detected genes in individual plasma and whole blood samples. Pink bars on the bottom represent abundance of all other genes detected. **B** Scatterplot of all genes detected in pre- and post- treatment whole blood samples. Genes that are significantly up-regulated (p-adj. (Benjamini-Hochberg) < 0.05) in post-treatment samples are shown in red, genes that are significantly down-regulated (p-adj. (Benjamini-Hochberg < 0.05) in post-treatment samples are shown in blue. **C** Scatterplot of all genes detected in pre- and post- treatment plasma samples. Genes that are significantly up-regulated (p-adj. (Benjamini-Hochberg) < 0.05) in post-treatment samples are shown in red, genes that are significantly down-regulated (p-adj. (Benjamini-Hochberg < 0.05) in post-treatment samples are shown in blue. **D** Heatmap showing differential expression of significantly differentially expressed genes (p-adj. (Benjamini-Hochberg) < 0.05) between pre-treatment (teal) and post-treatment (salmon) plasma samples of three high-ICP patients. **E** Gene set enrichment analysis of gene expression in pre- vs. post-treatment high-ICP plasma patient samples (p-adj. (Benjamini-Hochberg) < 0.05).

Unlike whole blood and plasma samples, CSF samples were only obtained from the LP at the first visit (high-ICP). 

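High-ICP CSF came from 3 patients at the first visit and normal-ICP CSF from 4 pools of biobank donors, with each pool a separate sample by the labels. CSF EV RNA is small in amount and is shed by choroid plexus, ependyma, glia, neurons and the leukocytes of the CSF. Total reads ranged from 21.2 to 23.5 M (median 21.9) in patients and from 4.69 to 12.7 M (median 8.66) in the pools, of which 14.2 to 14.7 M and 3.33 to 7.14 M were assigned to genes.

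The authors quantified transcripts with Salmon and compared the groups with DESeq2 at a Benjamini-Hochberg threshold. From the deposited counts summed by gene, edgeR tested 15832 genes after filtering, DESeq2 was run beside it, and gene lists were tested with camera. Pooled donors average over people and single patients do not, so a patient effect and a pooling effect cannot be told apart in this design.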

The goal with the CSF samples were to identify genes that become upregulated due to the high-ICP, so these samples were compared to CSF collected from four pools of CSF from biobanked controls (BioIVT, Westbury, NY, USA) with normal-ICP. In contrast to blood and plasma samples, CSF differential expression analysis revealed large gene expression changes in CSF from patients with high-ICP. We found 777 genes up-regulated and 134 genes down-regulated in normal-ICP samples compared to the high-ICP CSF samples (Fig. 3A). 

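Between high-ICP and normal-ICP CSF edgeR called 2 genes up-regulated, EEF1A1 and BCYRN1, and 0 down-regulated. With rRNA and ERCC kept it called 0, and on thinned counts, a test added after the values were seen, 0 as well. EEF1A1, the elongation factor that delivers tRNA to the ribosome (ENSG00000156508, GRCh38 chr6:73489308-73525587), rose from 6370 ± 916 normalized CPM in 4 normal-ICP pools to 16534 ± 2414 in 3 high-ICP patients (mean ± SD, log2 fold change 1.38, adjusted p = 0.0134, 3 of 3). BCYRN1, a neuronal noncoding RNA of dendrites (ENSG00000236824, chr2:47335315-47335514), rose from 701 ± 70.1 to 4800 ± 2644 (2.78, adjusted p = 0.0151, 3 of 3). With 1 library left out the adjusted p reached 0.0757 for EEF1A1 and 0.188 for BCYRN1, and DESeq2 called neither (0.549 and 0.121). Both genes passed in 4 of 10 settings.

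TTR, the thyroid hormone carrier that choroid plexus secretes (ENSG00000118271, chr18:31557009-31598833), stood at 843 ± 384 in pools and 3701 ± 260 in patients (log2 fold change 2.13, edgeR adjusted p = 0.213). KL, the choroid plexus gene of the aging-related hormone receptor Klotho (ENSG00000133116, chr13:33016423-33066143), went from 1.52 ± 1.30 to 84.04 ± 73.7 (5.77, edgeR 0.264, DESeq2 0.00434).

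DESeq2 called 196 genes up-regulated and 929 down-regulated in high-ICP CSF, 1125 in all, where edgeR had 1587 genes at an unadjusted p below 0.05. On thinned counts, a test added after the values were seen, DESeq2 called 98 and 371, and edgeR had 1119 genes at that p. Of the 1125 genes 726 did not overlap between groups, 418 had no reads in 1 group and 189 had more than 80% of their reads in 1 library. Biological variation was large, with a coefficient of 1.43. In counts simulated with the real dispersions edgeR found 0 of 66 genes changed 8-fold while 169 of 180 DESeq2 calls were false. That simulation changed few of its 15832 genes, so its share of false calls does not carry over to the 1125 real calls. Among the splits of these samples the real one gave the most DESeq2 calls, 1125 against at most 517 in any other.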

The large number of differentially expressed genes is further exemplified by the large difference on the PCA plot between normal-ICP CSF and high-ICP patient CSF (Fig. 3B). This indicates that the high-ICP drives molecular changes in cells that can be monitored by the exosome RNA transcriptome. 

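High-ICP and normal-ICP CSF did not overlap on PC1, though 2 of the 4 pools lay nearer to the patients than to the other pools. In a PCA of log2 normalized CPM over 15832 genes PC1 carried 26.3% and PC2 18.6% of the variance, with the patients from -138 to -117 on PC1, a pair of pools at -10.1 and -10.0 and the other pools at 162 and 250. Distances between groups exceeded those within groups by 33.8 (exact permutation p = 0.0286, one-sided, the smallest of 35 splits), with 4 of 7 libraries nearest to their own group.

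Patients' CSF held fewer genes than the pools, 17476 against 23290 ± 348 at TPM above 0.01. With log10 of TPM plus 0.01 scaled per gene the gap was 11.5 (exact p = 0.0857) and 7 of 7 libraries lay nearest to their own group.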

To further characterize these differences, we looked at gene ontology (GO) differences between samples. The top 15 biological process categories for genes whose expression is significantly higher in normal-ICP samples are shown in Fig. 3C. These categories are heavily implicated in immune response, indicating the patients with high ICP have a significant decrease in immune associated genes. In contrast, there were no significant biological process categories for the high-ICP high genes. 

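Interferon, lymphocyte and cytokine lists leaned down in high-ICP CSF, while edgeR called 0 genes lower. All 29 interferon-response genes leaned down with a median log2 fold change of -2.19 (camera adjusted p = 6.70e-04). B and plasma cell genes leaned down in 7 of 8 (median -3.61, adjusted p = 0.00102), T and NK cell genes in 18 of 20 (-1.63, adjusted p = 0.00378) and cytokine genes in 16 of 19 (-1.59, adjusted p = 0.00854). Immediate early genes leaned down in 22 of 24 (-1.37, adjusted p = 0.0102). Each of these calls was lost when correlation among genes was estimated, adjusted p = 0.593 with an estimated correlation.

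RSAD2, the interferon-induced antiviral enzyme viperin (ENSG00000134321, GRCh38 chr2:6865557-6898239), went from 110 ± 170 normalized CPM in pools to 0.359 ± 0.369 in patients (mean ± SD, log2 fold change -8.19, edgeR adjusted p = 0.264, DESeq2 0.00456, 3 of 3). IGHM, the heavy chain of IgM (ENSG00000211899, chr14:105851705-105856218), went from 24.9 ± 22.4 to 0.170 ± 0.294 (-7.07, 0.296, DESeq2 0.00696). KLRD1, the CD94 receptor of NK cells (ENSG00000134539, chr12:10226058-10329608), went from 49.0 ± 4.14 to 0.703 ± 1.01 (-6.10, 0.311, DESeq2 0.0126), with all 3 patients below every pool. SOCS3, a feedback inhibitor of cytokine signaling, went from 108 ± 85.4 to 0.749 ± 1.30 (-7.15, 0.264, DESeq2 0.0233), and the transcription factor gene JUNB from 130 ± 96.3 to 7.76 ± 10.4 (-4.07, 0.433).

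Over the list alone, 3 B and plasma cell genes and 1 cytokine gene passed, and 0 interferon, T and NK cell or immediate early genes. Antigen presentation genes were not part of the decrease (9 genes up, adjusted p = 0.193), nor were microglial genes (adjusted p = 0.592). With 1 library left out the adjusted p reached 0.129 for interferon genes, 0.117 for T and NK cell genes, 0.183 for cytokine genes, 0.315 for immediate early genes and 0.0224 for B and plasma cell genes. From its ontology categories the paper reasons that immune genes were decreased in the patients with high ICP. Donors of the pools and patients were different people, and the pools alone mix several donors.

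**Figure D3:**
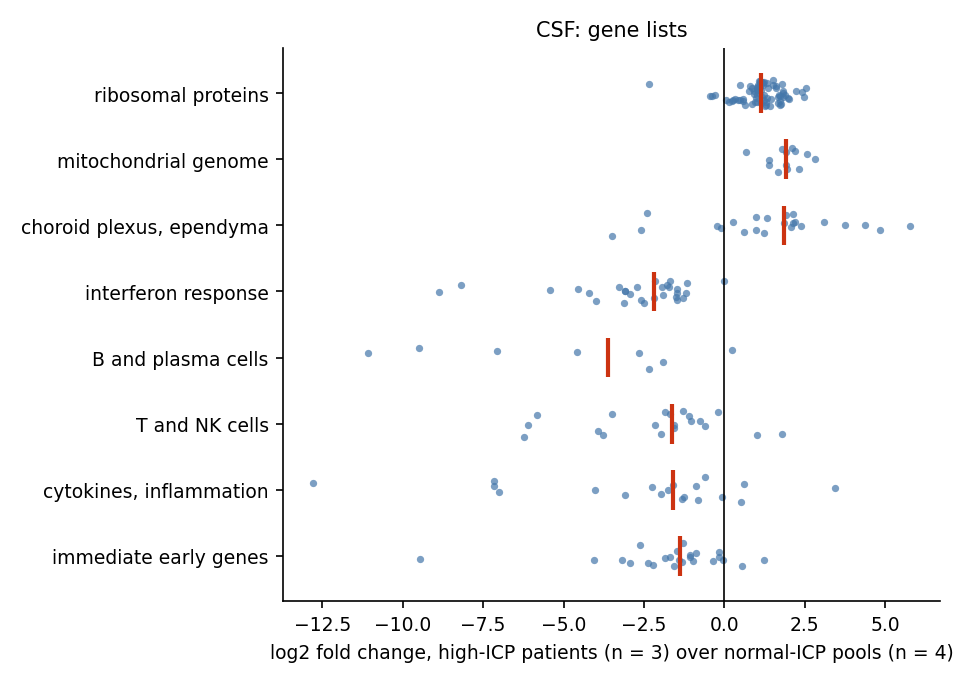
Fitted log2 fold changes, high-ICP patients against normal-ICP pools (horizontal axis), of the genes in 8 lists (vertical axis). Points are genes, including genes with no reads in 1 group, and red bars are list medians. Interferon, B cell, T cell, cytokine and immediate early genes lay left of 0, and ribosomal, mitochondrial and choroid plexus genes lay right of 0.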

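Lists that leaned up in high-ICP CSF with a camera call included cytosolic ribosomal proteins, mitochondrially encoded mRNA and the choroid plexus and ependyma. Ribosomal protein genes leaned up in 72 of 76 by a median log2 fold change of 1.14 (camera adjusted p = 2.71e-12), mitochondrial genes in 13 of 13 by 1.93 (adjusted p = 3.14e-06), and choroid plexus and ependyma genes in 18 of 23 by 1.87 (adjusted p = 9.75e-04). Adjusted p = 0.593 with an estimated correlation for all of them, so the calls assume a low correlation within a list. With 1 library left out the adjusted p stayed at or below 1.33e-07, 0.00274 and 0.0141. Over the list alone 29 ribosomal, 7 mitochondrial and 2 choroid plexus genes passed.

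RPL38 (ENSG00000172809, GRCh38 chr17:74203582-74210655) went from 354 ± 134 to 1991 ± 880 normalized CPM (mean ± SD, log2 fold change 2.49, edgeR adjusted p = 0.259, 3 of 3 patients). MT-ND5 (ENSG00000198786, chrM:12337-14148), a subunit of respiratory complex I, went from 432 ± 292 to 2539 ± 1851 (2.56, adjusted p = 0.264). TRPM3, a cation channel gene of choroid plexus epithelium (ENSG00000083067, chr9:70529060-71446904), went from 101 ± 86.4 to 528 ± 141 (2.38, adjusted p = 0.267).

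Astrocyte mRNA leaned the same way without passing as a list (9 of 13 up, adjusted p = 0.318). GFAP, the intermediate filament of astrocytes, went from 8.37 ± 9.35 to 106 ± 53.2 (3.66, adjusted p = 0.418) and the glial transcription factor gene SOX9 from 13.9 ± 10.1 to 111 ± 54.6 (3.00, adjusted p = 0.441). Neuron genes did not change as a list (adjusted p = 0.753). The paper found no significant biological process among its high-ICP high genes in its gene ontology analysis.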

We summarized GSEA results based on MSigDb (see Supplementary Fig. S3).

**Fig. 3:**
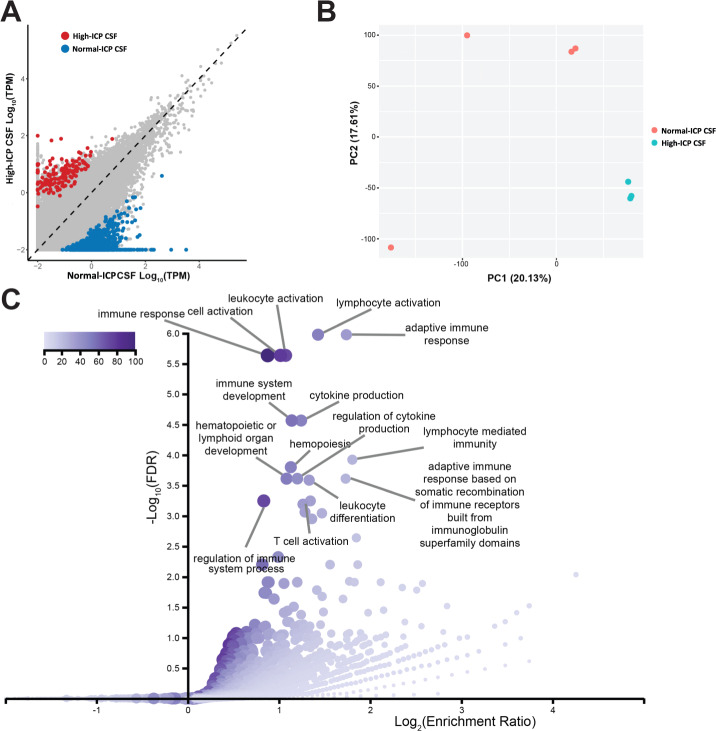
Patients with high ICP have a different gene expression profile in the CSF extracellular vesicles. **A** Scatterplot of all genes detected in high-ICP CSF from patients and normal-ICP CSF samples from a biobank. Genes that are significantly higher (p-adj. (Benjamini-Hochberg) < 0.05) in high-ICP patients are shown in red and genes that are significantly higher in normal-ICP samples (p-adj. (Benjamini-Hochberg) < 0.05) are shown in blue. **B** PCA of high-ICP (represented in teal) and normal-ICP CSF samples (represented in salmon). **C** Gene ontology (GO) analysis for genes that are enriched in normal-ICP CSF samples relative to high-ICP patient CSF showing the top 15 enriched GO terms and their relative significance by depth of color. Enrichment is shown on the *x* axis, and false discovery rate (FDR) on the *y* axis.

In contrast to the CSF samples, urine samples from high-ICP patients were only collected at a follow-up (second) visit, so we do not have a sample that coincides with the diagnosis of high ICP. Nevertheless, we compared the collected post-treatment urine samples to six control urine samples from a biobank. 

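Urine EV RNA of 3 post-treatment patients stood against 6 control urine samples, which the labels describe as pools and the paper as individuals. Urinary EVs come mainly from the kidney tubule, the urothelium and the squamous lining of the lower tract. Reads per library ranged from 37.8 to 50.8 M in patients and from 14.6 to 52.2 M (median 28.3) in controls, with 32.7 to 44.7 M and 13.2 to 48.1 M assigned to genes.

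The authors ran DESeq2 on Salmon estimates. From the deposited counts summed by gene, edgeR tested 18508 genes after TMM scaling and filtering, with DESeq2 beside it. The replicate numbers of the controls do not pair with the patients, so no pairing was used.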

Differential expression (DEx) analysis found only 120 genes upregulated and 89 genes down-regulated in the control urine samples (Fig. 4A, B). 

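No gene differed between patients' and control urine by edgeR, although kidney tubule and mitochondrial mRNA leaned higher in patients. edgeR called 0 of 18508 genes (969 at an unadjusted p below 0.05) and DESeq2 called 106 higher and 161 lower in patients. MIOX, a proximal tubule oxygenase that breaks down inositol (ENSG00000100253, GRCh38 chr22:50486784-50490648), went from 14.5 ± 6.65 normalized CPM in 6 controls to 54.6 ± 13.8 in 3 patients (mean ± SD, log2 fold change 1.91, edgeR adjusted p = 0.730, DESeq2 0.00236). ANPEP, an aminopeptidase of the tubule brush border, went from 35.8 ± 16.8 to 110 ± 18.2 (1.63, edgeR 0.798). MT-CYB, of respiratory complex III (ENSG00000198727, chrM:14747-15887), went from 18.2 ± 7.48 to 117 ± 121 (2.69, edgeR 0.730, DESeq2 0.0230). In each of these genes 3 of 3 patients lay above the control mean.

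As lists, mitochondrial genes leaned up in 13 of 13 (median log2 fold change 2.62, camera adjusted p = 2.36e-17), adjusted p = 0.243 with an estimated correlation, and 10 passed over the list alone. Proximal tubule genes leaned up in 21 of 23 (median 1.60, camera adjusted p = 1.16e-13), adjusted p = 0.243 with an estimated correlation, and 2 passed over the list alone. Interferon genes leaned down in 21 of 27 (-0.49, adjusted p = 0.00710), adjusted p = 0.382 with an estimated correlation and up to 0.112 without 1 library, and GBP1, an interferon-induced GTPase gene, went from 54.1 ± 21.4 to 24.6 ± 1.67 (-1.13, edgeR adjusted p = 0.849). Squamous epithelium genes leaned up in 21 of 22 (median 3.00, adjusted p = 0.0193), adjusted p = 0.933 with an estimated correlation, and the direction turned in 1 fit without 1 library. That lean came from 1 patient: KRT13 went from 567 ± 262 to 7942 ± 13420 (3.81, edgeR adjusted p = 0.849) with 1 of 3 patients above the control mean.

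In simulated counts with the real dispersions edgeR found 34.8% of genes changed 8-fold and DESeq2 50.0%. Of all calls in that simulation, most of those by DESeq2 were false and few of those by edgeR were. The higher recovery by DESeq2 thus came with many false calls there. The share of false calls depends on how many genes were changed, so it does not carry over to the real calls.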

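Patients' and control urine mixed in the PCA. PC1 carried 22.9% and PC2 15.6% of the variance, 2 of 9 libraries lay nearest to their own group, and distances between groups were 10.7 smaller than those within (exact permutation p = 0.702, one-sided, 84 splits). Squamous genes such as SPRR3, at 416 ± 160 normalized CPM in controls and 5727 ± 9534 in patients (mean ± SD), varied widely among the patients themselves. With log10 of TPM plus 0.01 scaled per gene, 6 of 9 lay nearest to their own group and the gap was 9.01 (exact p = 0.167).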

GO analysis on these genes did not result in any statistically significant categories (data not shown) and PCA analysis did not segregate the post-treatment samples from the control urine samples (Supplementary Fig. S4). This result is in alignment with our expectations since the urine samples were collected post-treatment, after the ICP state in the patient was resolved and the patients were not presenting with further symptoms. Future studies using samples collected at time of diagnosis may reveal if changes in urine EV RNA from high-ICP patients can reveal biological insights.

**Fig. 4:**
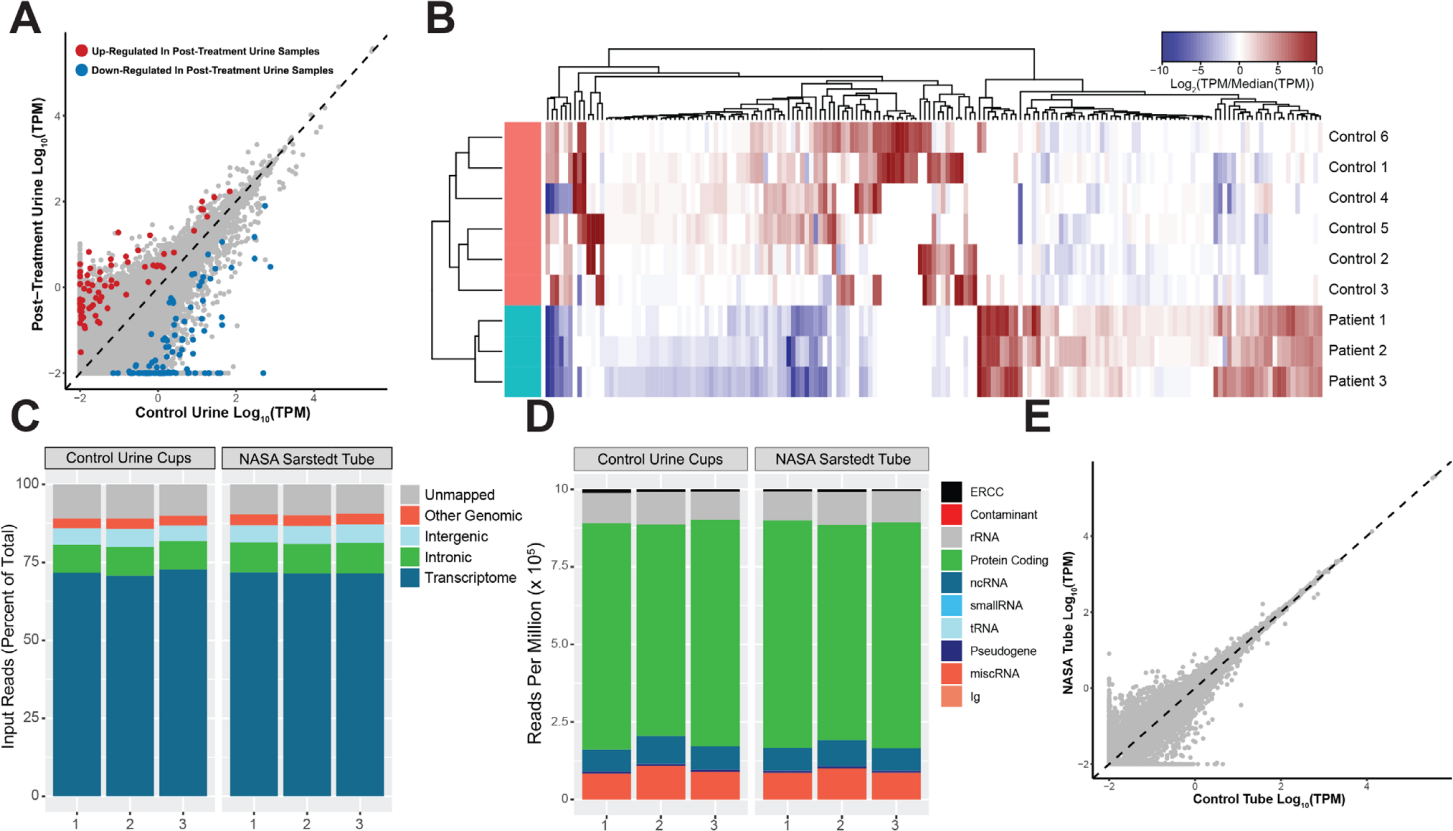
Urine exosome RNA profiles from post-treatment urine samples and feasibility of using the NASA Sarstedt tube for urine collection and exosome RNA readout. **A** Scatterplot of all genes detected in post-treatment patient and control urine samples. Genes that are up-regulated in post-treatment patients are in red and genes that are down-regulated in post-treatment patients are in blue. **B** Heatmap showing differential expression of significantly differentially expressed genes between post-treatment patient (teal) and healthy control (salmon) urine samples. **C** Stacked bar graphs showing the percentage of RNA-Seq reads mapping to transcriptome, intronic, intergenic, and other genomic regions of exoRNA derived from urine collected and stored using Exosome Diagnostics control urine cups and NASA Sarstedt collection tubes. **D** Stacked bar graphs showing the number of reads per million (RPM) mapping to various biotypes of exoRNA derived from urine stored using Exosome Diagnostics control urine cups and NASA Sarstedt collection tubes. **E** Scatterplot of all genes expressed in urine samples stored using Exosome Diagnostics control urine cups and NASA Sarstedt collection tubes.

One potential pitfall in the current workflow is that urine collection tubes currently used by NASA were not the same as the standard urine cups used by Exosome Diagnostics during development. Thus, it was vital to determine whether the urine collection using the standard collection methods from ordinary clinics and the Sarstedt^®^ tubes (Sarstedt AG & Company, Nümbrecht, Germany) available for NASA in-flight urine collection produced comparable results. To do so, we collected healthy urine samples and pooled them into one sample. 

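Urine stored in Sarstedt tubes and in standard cups was sequenced in 3 libraries each, which the paper describes as divisions of 1 pool and the labels as individual urine. Replicates are therefore separate tubes at most. Total reads were 0.478 to 0.710 M (median 0.631) for Sarstedt and 0.454 to 0.653 M (median 0.510) for standard, against 37.8 M or more in the patients' urine, with 0.418 to 0.627 M and 0.395 to 0.579 M assigned to genes.

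The authors compared mapping shares, RNA classes and gene expression between tubes. From the deposited estimated counts, edgeR tested 2681 genes that passed the filter, DESeq2 was run beside it, and RNA classes were compared by exact permutation.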

Pooled samples were divided among three standard collections and three Sarstedt^®^ tubes and incubated for 24 h at 4 °C to mimic storage and transport. Following incubation, EVs were captured, and RNA was isolated from them. Long RNA-Seq libraries were prepared as previously described using Exosome Diagnostics’ protocols. As summarized in Fig. 4C, E, we observe no difference in sample quality between the two collection tubes. 

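No measure of library quality set the EV RNA of one tube apart from the other. Genes detected at TPM above 0.01 numbered 13734 ± 518 in Sarstedt tubes and 13446 ± 177 in standard cups (mean ± SD, n = 3 each, difference 288, exact permutation p = 0.4, two-sided, 0.1 the smallest of 20 splits). rRNA took 10.8% and 10.9% of all reads. Mean profiles correlated at r = 0.917 between tubes on the log scale. Against the patients' fresh urine at full depth, r was 0.721 for standard and 0.709 for Sarstedt tubes. Genes that averaged under 1 CPM in both the patients' and the control urine were left out of these r. They held 46.2% of gene reads in standard and 45.9% in Sarstedt tubes. The genes used differed between pairs, from 14469 to 16586.

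Transcripts abundant in the study's other urine were rarer in both tubes. EEF1A1 took 0.144% of gene reads in standard and 0.123% in Sarstedt tubes, against 0.662% in control urine and 0.743% in the patients' fresh urine. PPL, the cornified envelope protein periplakin, took 0.0456% and 0.0415%, against 0.303% in control urine and a patients' mean of 1.199%, and KRT13, a keratin of squamous epithelium, took 0.0200% and 0.0218%, against 0.0591% and a mean of 0.593%. Both of these patients' means rest on 1 library. Equality between tubes was thus seen in libraries whose make-up differed from the study's other urine.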

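Protein coding genes took 45.7% ± 2.20 of gene reads in Sarstedt tubes and 44.6% ± 1.57 in standard cups (mean ± SD, n = 3 each, difference 1.046 points, exact permutation p = 0.5, two-sided), and lncRNA took nearly as much, 41.9% ± 2.91 and 42.8% ± 2.21. No gene differed between tubes: edgeR called 0 of 2681 genes (112 at an unadjusted p below 0.05) and DESeq2 called 0. EEF1A1 stood at 1464 ± 226 normalized CPM in standard and 1347 ± 91.6 in Sarstedt tubes (log2 fold change -0.12, edgeR adjusted p = 0.996). B2M, the light chain of class I HLA (ENSG00000166710, GRCh38 chr15:44711358-44718851), went from 105 ± 5.45 to 59.2 ± 26.3 (-0.83, adjusted p = 0.738).

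Most of the lncRNA share was a single gene. ENSG00000258317 (GRCh38 chr12:56120033-56129619) took 33.6% ± 1.65 of gene reads in standard and 32.2% ± 2.67 in Sarstedt tubes and at most 7.41e-05% in any other group. SEC13 took 8.07% and 8.96% against 0.00662% in patients' urine, PSMD14-DT 5.13% and 5.21%, and CCL22 2.18% and 2.37%. These genes were chosen after their values were seen.

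Ribosomal protein genes leaned down in Sarstedt tubes in 53 of 70 by a median of -0.14 (camera adjusted p = 0.0279), adjusted p = 0.914 with an estimated correlation and up to 0.896 without 1 library. In simulated counts with the real dispersions edgeR found 81.8% of genes changed 8-fold. Most tube effects of that size on the 2681 genes tested would thus have been called, and some would have been missed.

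**Figure D4:**
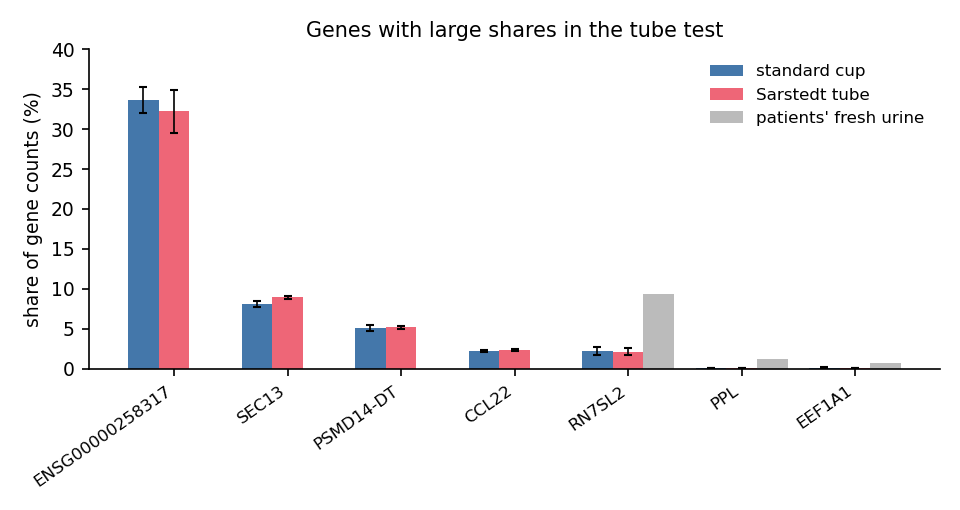
Share of gene reads, in percent (vertical axis), of genes most abundant in the tube libraries and of genes usual in urine (horizontal axis). Colored bars are means of 3 libraries per tube with SD as error bars, and gray bars are means of the patients' fresh urine without error bars. ENSG00000258317 took 33.6% and 32.2% in the tubes and was close to absent from the patients' urine, while RN7SL2, PPL and EEF1A1 showed the reverse.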

In both, we observed almost 75% of sequenced reads mapping to the transcriptome (Fig. 4C), ~75% transcriptome reads mapping to protein coding genes (Fig. 4D), and no significant differences in gene expression (Fig. 4E). We therefore conclude that Sarstedt^®^ collection tubes are compatible with current EV isolation methods and can be used for in-flight collection.

Finally, we tested whether cDNA libraries synthesized via this workflow could be preserved in dry form for future use. This test forms part of a wider hypothesis for the development of a universal platform for longitudinal surveillance of astronauts and their health status. 

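Dried storage was tested on the cDNA libraries of the post-treatment urine of 3 patients, each sequenced fresh and again after preservation, so the 3 pairs share their RNA and their first library. Urine EV mRNA was the material, and any change reflects the library, its sequencing or the processing of its reads, and not the patients. Reads ranged from 24.2 to 49.9 M (median 37.2) in preserved libraries, with 20.7 to 42.4 M assigned to genes, against a median of 38.5 M in the fresh ones.

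The authors compared the pairs by RNA class, correlation, PCA and differential expression. From the deposited counts edgeR tested 17339 genes without and with a replicate block for the patient, and correlations used log2 TPM and PCA used log2 normalized CPM.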

The data showed that cDNA libraries can be stored desiccated and at room temperature for at least a month (Supplementary Fig. S5). 

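Preserved urine libraries held a slightly larger protein coding share than fresh ones, in 3 of 3 patients, and about as many genes. Protein coding genes took 78.2% ± 6.49 of gene reads after preservation, 0.882 points above fresh (mean ± SD, n = 3 each, exact permutation p = 0.7, two-sided, unpaired, 0.1 the smallest of 20 splits), and 19647 ± 1237 genes were detected against 19721 fresh (exact p = 0.9). rRNA took 13.7% of all reads after preservation. Pseudogenes were the exception, with 1.03% ± 0.136 of gene reads fresh and 0.475% ± 0.0769 preserved, lower in 3 of 3 patients (exact p = 0.1, which 10% of splits give).

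Spike-ins of the fresh and preserved library of the same patient correlated at r = 0.963 to 0.978. Each of the 3 preservatives held the library of 1 patient, so agent and patient cannot be told apart. No paired test was run on these shares.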

Longer duration stability will be also assessed to determine the shelf life of the desiccated libraries. We tested the efficacy of three commercially available preservation agents (DNAstable^®^, Whatman^®^ FTA^™^ elute card (Sigma-Aldrich, St. Louis, MO) and GenTegra-DNA^®^ (GenTegra, Pleasanton, CA)) and found that the three preservatives were equally able to yield high quality sequencing data, with sequencing metrics consistent between pre- and post- desiccation libraries (Supplementary Fig. S6). 

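Each preserved urine library matched the fresh library of its own patient. Over 33471 genes the Pearson r of log2 TPM (0.01 added) was 0.919, 0.939 and 0.924 within the 3 patients (mean 0.928) and 0.765 to 0.831 in the 12 pairs between patients. At TPM above 1 the mean within patients was 0.881 and the highest between patients 0.700. Genes are not independent, so these r values carry no p. With a pseudocount of 1 the mean within patients was 0.962 and the highest between patients 0.917.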

Differences between individual libraries were larger than those differences arising from the preservation method. Only the DNAstable^®^ eluate was compatible with the Bioanalyzer quantification and sizing analysis. In weighing all these characteristics, we have adopted DNAstable^®^ for further use when libraries are to be preserved in dry form.

## Discussion

The significance of the specific profile of the exosomal RNA for each biofluid is that it allows researchers to determine the most appropriate sample to use for addressing a particular question. We observed tissue-specific gene enrichment for each kind of biofluid, based on gene ontologies performed during the gene expression analysis (Supplementary Tables 1, 2). 

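Among mRNAs, blood reads were led by hemoglobin, plasma by mitochondrial mRNA, CSF by EEF1A1 (1.29% ± 0.0672 of gene reads, n = 3), TPT1 (0.549%), the ciliary gene ERICH3 (0.537%) and FTH1 (0.513%), and urine by EEF1A1 (0.743% ± 0.279), EVPL (0.567%) and HSP90AA1 (0.450%). PPL (1.199% ± 1.72), KRT13 (0.593% ± 0.994), SPRR3 (0.429% ± 0.704) and CRNN (0.386% ± 0.657), genes of stratified epithelium, had large means in urine through 1 library only. RN7SL2 led all 4 in TPM, with 43.96% ± 2.76 in CSF and 39.9% ± 5.01 in urine.

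Plasma differed widely from whole blood: pre-treatment, 3220 genes were higher and 4374 lower in plasma among 19134 tested by edgeR. The platelet genes PF4V1, a chemokine (ENSG00000109272, GRCh38 chr4:73853296-73854483), and GNG11, a G protein subunit (ENSG00000127920, chr7:93921735-93928610), rose from 4.41 ± 2.51 to 350 ± 254 normalized CPM (mean ± SD, n = 3 each, log2 fold change 6.31, adjusted p = 0.00153) and from 9.83 ± 3.94 to 636 ± 450 (6.01, adjusted p = 0.00174). CYP4F3, a neutrophil enzyme that inactivates leukotriene B4 (ENSG00000186529, chr19:15640897-15662825), fell from 67.5 ± 7.71 to 0.337 ± 0.355 (-7.37, adjusted p = 9.56e-04), and MGAM from 117 ± 51.6 to 1.08 ± 0.457 (-6.81, adjusted p = 7.14e-04). ALAS2, the first enzyme of heme synthesis in erythroid cells (ENSG00000158578, chrX:55009055-55030977), fell from 1492 ± 545 to 120 ± 36.0 (-3.63, adjusted p = 0.00132). All 3 patients showed each change. Over all genes the median log2 fold change was -0.196 after scaling.

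As lists, platelet genes were higher in 26 of 26 (median 3.57, camera adjusted p = 3.07e-10), adjusted p = 0.463 with an estimated correlation, with 20 genes called and 20 over the list alone. Neutrophil genes were lower in 23 of 28 (-2.64, adjusted p = 2.55e-07), adjusted p = 0.310 with an estimated correlation, with 15 called lower and 15 over the list alone. Erythroid genes were lower in 20 of 26 (-1.34, adjusted p = 9.96e-04), adjusted p = 0.499 with an estimated correlation. The paper bases tissue enrichment on gene ontologies in supplementary tables, which were not used here.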

We undertook this examination to ascertain that the samples planned to be collected in the upcoming SANS flight study would yield good quality data. The flight samples are irreplaceable due to the small number of astronauts and the unique longitudinal collection times along the mission. 

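Kidney tubule mRNA reached urine EVs and was scarce in plasma EVs, and blood cell mRNA showed the reverse. Proximal tubule genes were higher in post-treatment urine than in plasma in 20 of 23 (median log2 fold change 4.14, camera adjusted p = 2.56e-07), adjusted p = 0.0850 with an estimated correlation, with 9 called and 12 over the list alone. Erythroid genes were lower in 25 of 25 (-8.03, adjusted p = 1.73e-24), adjusted p = 0.0438 with an estimated correlation. TMSB4X, the actin-binding thymosin abundant in platelets and leukocytes (ENSG00000205542, GRCh38 chrX:12975110-12977227), fell from 9762 ± 6388 normalized CPM in plasma to 76.7 ± 22.0 in urine (mean ± SD, n = 3 each, log2 fold change -6.99, edgeR adjusted p = 0.00149, 3 of 3).

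Plasma held 702 genes found in all 3 of its libraries and in all 3 of no other biofluid, the fewest of the 4, beside 1009 in CSF, 1366 in urine and 4544 in blood. Breadth across physiologic systems was not measured beyond these lists.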

We can now ascertain that plasma EVs and urine EVs will provide the most appropriate sample and gene coverage, with plasma being the most informative from the perspective of all physiologic systems, while urine carries a gene enrichment from the cells within the urinary tract (e.g., kidney, bladder, and prostate if male). This urinary tract gene enrichment is due to the glomerular filtration apparatus, which prevents most blood-borne vesicles from entering the nephron^14–17^. 

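Against plasma, the astrocyte and oligodendrocyte lists leaned up in CSF EV RNA and 3 leukocyte lists leaned down, with no call left at an estimated correlation. Astrocyte genes were higher in 13 of 16 (median log2 fold change 2.22, camera adjusted p = 0.00141), adjusted p = 0.192 with an estimated correlation, with 3 called and 4 over the list alone. Oligodendrocyte genes were higher in 4 of 7 (4.70, adjusted p = 0.0319), adjusted p = 0.192 with an estimated correlation. Neutrophil genes were lower in 16 of 18 (-5.84, adjusted p = 2.39e-05), adjusted p = 0.0819 with an estimated correlation, B and plasma cell genes in 16 of 17 (-8.89, adjusted p = 1.05e-08), adjusted p = 0.0819 with an estimated correlation, and T and NK cell genes in 19 of 27 (-1.39, adjusted p = 0.00214), adjusted p = 0.172 with an estimated correlation.

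The comparison was made within the 3 patients at high ICP and did not include the normal-ICP pools. The lists are short, and the CSF libraries were the shallower ones.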

While CSF generally had less RNA, it was found to be enriched for brain and immune system-related genes. These EV RNA sources will be important to answer questions related to the nature of ICP-associated conditions of our interest, namely, IIH and SANS. It has previously been shown that endothelial cells exposed to microgravity change their RNA transcriptome and depress the pro-inflammatory cytokine secretion^18^. We show for the first time that similar transcriptome information can be assessed through exosome RNA analysis from biofluid samples. Exosome technology has only recently begun to be applied to space biology and thus, our state-of-the art methods will prove an innovative application of this emerging field. Examples of investigations of EV content in spaceflight samples are very scarce. Recent retrospective investigations of EV content in archived plasma samples from astronauts before and after short (7–15 days) missions to the ISS have shown that mt‐DNA (MT‐CO1 and MT‐CO3) levels were increased only in plasma as cf‐mtDNA rather than EV‐mtDNA^18^.

Because the methods for processing whole blood and plasma have impacts of logistic importance during spaceflight, we needed to determine which type of sample would yield better data in prospective studies. When deciding on which biofluid to utilize, a few key considerations need to be addressed; the feasibility of collection, the unique exosomal RNA cargo of each biofluid, and the clinical condition for the downstream evaluation. First, via analysis of genes detected from blood, urine, plasma, and CSF, we observed that a large number of exosomal RNAs overlap between biofluids (Supplementary Fig. S7). This exemplifies the unique ability of plasma exosomal RNA in which signals from all over the body are still detectable regardless of anatomical proximity. However, it is still clear that each biofluid provides unique RNA signatures enriched to their respective anatomical features (Supplementary Figs. S7, S8). For example, GSEA of genes upregulated in urine when compared to plasma revealed significant enrichment of urogenital system-related features (Supplementary Fig. S8C). Similarly, GSEA analysis of genes up in CSF when compared to plasma revealed significant enrichment of neuronal and nervous system- related features (Supplementary Fig. S8D). However, due to the more invasive nature of CSF collection, it would be worth the investigation of biomarkers that overlap with CSF that come from plasma and urine to provide adequate information from the astronauts prospectively experiencing microgravity. 

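The 4 biofluids of the patients shared 10291 genes, 34.7% of the 29698 detected in any of them. A gene counted for a biofluid when it was detected in 2 or more of 3 libraries at TPM above 0.01, at the visits the paper used. Of 16284 genes in CSF, 12304 (75.6%) were also in plasma, as were 14545 of 18900 (76.96%) in urine and 15515 of 22909 (67.7%) in blood. Genes of a single biofluid numbered 4574 in blood, 1871 in CSF, 1530 in urine and 1096 of 18215 in plasma.

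When detection in all 3 libraries was required the shared set held 6042 genes, and when detection in any 1 library was enough it held 15363. The overlap was not computed at equal depth, and CSF was the shallowest of the 4.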

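Urine EV RNA differed from plasma EV RNA by the cell types of the urinary tract and the near absence of blood cell mRNA. edgeR called 1984 genes higher and 2206 lower in urine among 18003 in the 3 patients post-treatment, and 1141 higher and 1401 lower with a replicate block. The total of 4190 ran from 2155 to 3266 with 1 library left out. MYH14, a nonmuscle myosin of epithelium (ENSG00000105357, GRCh38 chr19:50188186-50310542), rose from 0.196 ± 0.201 to 741 ± 597 normalized CPM (mean ± SD, n = 3 each, log2 fold change 11.94, adjusted p = 9.89e-04). GATA3, a transcription factor of urothelium and collecting duct (ENSG00000107485, chr10:8045378-8075198), rose from 3.99 ± 3.21 to 487 ± 224 (6.93, adjusted p = 0.00139). HBB fell from 10450 ± 4090 to 0.109 ± 0.0951 (-16.43, adjusted p = 5.46e-04), the macrophage and lymphoid gene AIF1 from 222 ± 30.5 to 0.931 ± 0.360 (-7.89, adjusted p = 5.09e-04), and LYZ from 524 ± 154 to 0.202 ± 0.178 (-11.37, adjusted p = 5.63e-04). All 3 patients showed each change.

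Urothelium genes were higher in 20 of 20 (median 10.93, camera adjusted p = 4.25e-29), adjusted p = 0.0438 with an estimated correlation, with 16 called and 17 over the list alone. Collecting duct genes were higher in 12 of 13 (6.38, adjusted p = 1.36e-07), adjusted p = 0.0624 with an estimated correlation. Loop of Henle genes were higher in 14 of 16 (8.83, adjusted p = 2.56e-07), adjusted p = 0.155 with an estimated correlation. T and NK cell genes were lower in 27 of 27 (-11.42, adjusted p = 3.28e-32), adjusted p = 0.00927 with an estimated correlation, and B and plasma cell genes in 16 of 16 (-11.13, adjusted p = 1.54e-19), adjusted p = 0.00927 with an estimated correlation.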

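Choroid plexus and ependyma genes leaned up in CSF against plasma, with 7 of them called. edgeR called 96 genes higher and 119 lower in CSF among 15507 in the 3 patients at high ICP. The total of 215 ran from 13 to 336 with 1 library left out and reached 988 with rRNA and ERCC kept. TTR rose from 0.761 ± 0.610 to 2161 ± 158 normalized CPM (mean ± SD, n = 3 each, log2 fold change 11.47, adjusted p = 0.00969). PEG3, an imprinted zinc finger gene active in neurons and glia (ENSG00000198300, GRCh38 chr19:56810077-56840728), rose from 0.101 ± 0.175 to 505 ± 93.3 (11.95, adjusted p = 0.0161), and LAMB1, a basement membrane laminin (ENSG00000091136, chr7:107923799-108003213), from 3.16 ± 0.416 to 223 ± 76.8 (6.14, adjusted p = 0.0116). HBA1 fell from 2203 ± 540 to 1.98 ± 1.80 (-10.12, adjusted p = 0.0204). All 3 patients showed each change, and with 1 library left out the adjusted p reached 0.0665 for TTR and 0.0951 for PEG3.

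Choroid plexus and ependyma genes were higher in 20 of 21 (median 9.35, camera adjusted p = 5.55e-16), adjusted p = 0.0819 with an estimated correlation, with 7 called and 18 over the list alone. Neuron genes were higher in 8 of 10 (3.70, adjusted p = 0.00148), adjusted p = 0.192 with an estimated correlation, with 0 called and 4 over the list alone. Platelet genes were lower in 24 of 25 (-6.89, adjusted p = 3.07e-15), adjusted p = 0.192 with an estimated correlation. Scaling by RLE moved the median of all genes to 0.17.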

One way to do this is to enrich neuronal exosomes in plasma or urine via surface proteins present in brain-derived exosomes. This presents another unique capability of exosomes in which it may be possible to enrich for a subpopulation of exosomes based on surface protein of interest.

Since cells from whole blood contains a predominant population of hemoglobin-encoding genes, the representation of all other genes carrying relevant information from the systems are eclipsed by the highly abundant globin genes. In contrast to the whole blood cells, exosomes are released by a variety of cell types, including from the central nervous system, and carry RNA transcriptome information from cells not circulating in blood. In fact, upon performing differential gene expression analysis on samples between high and normal ICP (pre- and post-LP, respectively), we were able to identify a significant number of differentially expressed genes in plasma, but only a few in whole blood. In this proof-of-concept study, we were able to perform gene enrichment analysis pointing to some candidate pathways that may be impacted by high ICP, but these warrant further investigation in a larger scale study. In addition, it would be a major advance for monitoring IIH patients and other patients with chronically impaired CSF drainage (such as normal pressure hydrocephalus, and/or obstructive hydrocephalus) to have a urine or blood test that can diagnose elevated ICP without having to subject patients to repeated radiation from a head CT. These types of EV studies have implications for both astronaut and on-earth syndromes. For example, exosome RNA analysis from urine samples is already used as a diagnostic for prostate cancer (ExoDx^™^ Prostate test). This test has been used clinically since 2016 and is included in the NCCN guidelines for early prostate cancer detection^19,20^.

Exosome RNA from CSF samples of patients presenting with high ICP clustered as distinctively different groups and gene expression analysis and enrichment revealed the involvement of immune processes in agreement with previously reported results on IIH patients^8^.

Also important for prospective flight studies was to test the compatibility of the currently used urine collection tubes with our methods. Our results demonstrate that the routine methods for urine collection in flight can be used for the application of exosome technology. Our results also allow the option of retrospectively investigating previously collected samples using these tubes and which have been stored in NASA repositories along the history of human spaceflight.

Finally, we report on an aspect that constitutes an advancement in exploration capabilities given its promising compatibility with the operational requirements in space environments, as explained below (Supplementary Fig. S5). This is an innovative conception for a health surveillance system consisting of a repository of genomic/transcriptomic information in the form of desiccated amplified DNA/cDNA libraries. Establishment of an astronaut medical library to preserve highly stable pre-processed biofluid samples and associated digital data is intended to provide the evidence base to track hazardous exposure-driven, measurable changes in crew members. Applications can include risk management for today’s low earth orbit astronauts, precision medicine applications for exploration astronauts, in mission health assessments for extraplanetary crews and commercial space travelers, and a serial investigation of the long-term health consequences of spaceflight across various exposures and partial G-loads. In particular, the identification of those applications where actionable measures can be obtained is of high interest.

Medical conditions are likely to develop during space exploration missions, and the likelihood of their occurrence depends on the health risk, specific mission events and circumstances, and individual predisposition. An impactful genomics program within research and clinical operations to complement existing crew health surveillance pipelines is currently an unmet need in space exploration. The documentation of the adaptations and responses to spaceflight informs human health risk assessments, whose mitigation is needed to ensure crew health and performance. This provides the rationale for creating a genomics and transcriptomics repository. Being able to use exosomes from biofluids such as urine and plasma can provide a window into tissues/processes that are otherwise not easily accessible. The fact that we can do complete RNA transcriptome profiling from these biofluids can give important insights into systemic as well as tissue-specific changes in these individuals and enables baseline readings as well as an easily accessible longitudinal monitoring platform.

The innovation of the “medical library” concept resides in the following characteristics:

- A standardized, longitudinal biospecimen repository in the form of genomic/transcriptomic information (amplified DNA/cDNA libraries) would constitute a universal form of storing stable, measurable biologic samples for astronaut health surveillance, with the option of adding converted digital surveillance data from crew members.
- The repository would be ready for use as pre-processed biologic samples, will be durable, and not need any freezer space until required for analysis and digital transformation.

The recovery and usability of desiccated libraries constitutes a process innovation combining tested existing technologies, but never used in this fashion before.

The proof-of-concept demonstrated that DNA libraries were successfully preserved at room temperature over a period of 1 month, documented by a sequencing profile that did not differ from that of the original historic libraries. Longer preservation times are still being tested. This technology also has benefits that extend beyond its applications in space exploration. Incorporating medical libraries for periodic screening of workers in hazardous conditions could become a valuable tool in occupational health. Medical libraries could also be used in clinical trials to monitor the response or lack thereof to new pharmaceutical compounds.

## Methods

### Sample collection

Methods were performed in accordance with relevant regulations and guidelines. The study was reviewed and approved by the institutional review boards at Johnson Space Center and Baylor College of Medicine (BCM), Houston, TX. Subject recruitment was done at BCM and written informed consent was obtained from all subjects.

The study population was a pool of neurological patients requiring therapeutic LP. The subjects had a LP in the lateral decubitus position with legs slightly extended. Once the needle was in the thecal sac at the L3-L4 or L4-L5 region, the manometer was observed for the presence of pulse and respiratory waves to indicate patent communication between needle and subarachnoid space. Next, the opening pressure was monitored over a period of 5 min, ICP was measured every minute, and the average calculated. CSF was then drained as per the normal clinical procedure to reduce ICP. 5 ml was collected specifically for the purpose of this study. Three subjects were recruited for this pilot study.

In addition, subjects had 10 ml blood drawn for plasma separation in K_2_EDTA BD Vacutainer^®^ Blood Collection Tubes with gel barrier, and in PAXgene^®^ tubes for whole blood collection. Blood was collected at the time of the first visit (when the patient had elevated ICP) and on the second visit (when the patient had reduced ICP). CSF was collected only on the first visit. Urine was collected only on the second visit. All plasma, urine and CSF samples were pre-filtered through a 0.8 µm syringe filter prior to EV processing, aliquoted and stored at −80 °C in a freezer at the Center for Space Medicine at BCM and then shipped to the Exosome Diagnostics facilities in Waltham, MA. The PAXgene^®^ Blood RNA Kit was used for isolation and purification of cellular RNA from blood stabilized in PAXgene^®^ Blood RNA Tubes according to manufacturer’s recommendation. Six de-identified normal control urine samples were also processed from individuals with no known ICP pathology.

### EV RNA isolation

Extraction of EVs including exosomes from plasma, CSF, and urine samples was carried out in one central laboratory by Exosome Diagnostics (Waltham MA, USA). 2 ml of plasma, 20 ml of urine, and 3 ml of CSF were used for extractions as previously described^19,21^. In this setting any lipid vesicles smaller than 800 nm in diameter were isolated.

### RNA-Seq

Total RNA-Seq library construction and sequencing were performed at Exosome Diagnostics (Waltham, MA) using the proprietary EV long RNA-Seq platform. Briefly, isolated RNA samples from whole blood, plasma, CSF, and urine were first treated with DNase to remove any trace amounts of co-purified DNA present in the sample. Post-DNA digestion, synthetic RNA spike-in controls (ERCC spike-in mix, Thermo Fisher Scientific) were added to each sample. The exoRNA/ERCC blend was then reverse transcribed using a combination of random hexamers and oligo-dT primers. Second strand synthesis and adapter addition were performed using a PCR-based approach. Libraries were purified via two rounds of AMPureXP^®^ beads (Beckman Coulter), and ribosomal cDNA was depleted enzymatically. The final libraries were then amplified to desired concentration for sequencing and purified using AMPureXP^®^. Libraries were quantified using the Agilent Bioanalyzer^™^ High Sensitivity Assay (Agilent Technologies, Santa Clara, CA, USA) and Qubit 1X dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Libraries were pooled and sequenced on Illumina^®^ NextSeq500 using 2 × 150 cycles read length chemistry.

#### Hybrid capture

Libraries created from 2 ml plasma and 10 ml urine samples were pooled by mass prior to hybridization capture. Libraries were hybridized to a human whole exome plus UTR biotinylated probe set with a 1 h hybridization time. Hybridized DNA was then captured using streptavidin-coated beads at 70 °C through a series of wash buffers. PCR amplification was performed to generate enough material for sequencing and then purified using a single round of AMPureXP^®^ beads (Beckman Coulter). Libraries were quantified using the Agilent Bioanalyzer^™^ High Sensitivity Assay kit (Agilent Technologies, Santa Clara, CA, USA) and Qubit 1X dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). The final capture was diluted to a desired concentration and sequenced on Illumina^®^ NextSeq550 using 2 × 150 cycles read length chemistry.

### Bioinformatics

2 × 150 paired-end reads were aligned to the human genome (hg38) with the Gencode v25 gene model using STAR (version 2.5.2a). Alignments to the transcriptome output from STAR were used as input to Salmon (version 0.8.1) with position bias and GC bias corrections to obtain read counts and transcripts per million (TPM) at the transcript level. These transcript-level values were then aggregated to the gene-level using the tximport package in Bioconductor. Differential expression (DEx) analysis was performed on raw read counts per gene using DESeq2 with the various covariates. The *p* values were corrected using Benjamini-Hochberg. Genes were reported as statistically significant if the *p* value < 0.05.

### Gene ontology and GSEA

Gene ontology analysis and GSEA was performed using WebGestalt (http://www.webgestalt.org/)^22^ and MSigDB^23^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures

Supplementary Tables

Reporting Summary

## Data Availability

The RNAseq data has been uploaded to the GEO database (GSE199468) [https://www.ncbi.nlm.nih.gov/gds/?term=(exosome%20gene%20expression%20technology%20to%20understand%20human%20health%20risk)%20AND%20gds_sra%5bfilter].

# Supplementary material for: Exosome based analysis for Space Associated Neuro-Ocular Syndrome and health risks in space exploration
**Source:** NPJ Microgravity. 2022 Sep 14;8:40. doi: 10.1038/s41526-022-00225-4
**Supplement:** Supplementary file 1 — Supplementary Figures

**Supplementary Information for “Exosome based analysis for Space Associated Neuro-Ocular Syndrome and health risks in space exploration”**

Sudipto K. Chakraborty<sup>1</sup>, Yevgenia L. Khodor<sup>1</sup>, Robert R. Kitchen<sup>1</sup>, Dulaney L. Miller<sup>1</sup>, Kailey M. Babcock<sup>1</sup>, Kyle S. Manning<sup>1</sup>, Steven P. Lang<sup>1</sup>, Vasisht Tadigotla<sup>1</sup>, Wei Yu<sup>1</sup>, Eric Bershad<sup>2</sup>, Johan Skog<sup>1</sup> and Susana Zanello<sup>3</sup>

<sup>1</sup>Exosome Diagnostics, a Bio-Techne brand, Waltham, MA, USA

<sup>2</sup>Baylor College of medicine, Houston, TX, USA

<sup>3</sup>KBR, NASA Johnson Space Center, Houston, TX, USA

**Supplementary Table 1:** Gene sets significantly enriched in urine exosomes compared to plasma.

**Supplementary Table 2:** Gene sets significantly enriched in CSF exosomes when compared to plasma.

**Supplementary Figure 1:** Bar graph of the percentage of reads in each RNA-Seq library, by biofluid type, that were too short to be accurately mapped to the genome ( $\leq 30$  nts). CSF samples have highest percentage of these reads.

**Supplementary Figure 2:** Dynamic range of detection of the total RNA-Seq libraries is estimated to be over 5 orders of magnitude, based on synthetic ERCC RNA spike-ins.

**Supplementary Figure 3:** Complete gene ontology analysis for high-ICP CSF samples compared to normal-ICP controls. Dashed on each graph is the significance cut-off point (Adjusted  $p < 0.05$ ).

**Supplementary Figure 4:** A principal component analysis of post-Treatment urine samples compared to control urine samples yields no separation between sample types.

**Supplementary Figure 5:** Library preservation has little effect on gene expression of sequenced libraries.

- (A) Biotype distributions for three individual urine RNA-Seq library samples sequenced immediately ("Fresh Library") or in one of three preservatives (DNASTable, GenTegra, and FTA Elute).
- (B) Heatmap of sample correlations between fresh and preserved libraries shows that libraries cluster by sample source (Patient), not whether they were preserved.
- (C) Principal component analysis of gene expression of three patient samples sequenced immediately ("Fresh") or using one of three preservatives. Libraries primarily cluster by sample source.

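Each of the 6 urine libraries lay nearest to the other library of its patient. In a PCA over 17339 genes PC1 carried 55.7% and PC2 27.8% of the variance, 6 of 6 libraries lay nearest to the other library of their patient, and distances between patients exceeded those within by 146 (exact permutation p = 0.0667, one-sided, the smallest of 15 pairings). With the patient as a block, 333 genes still differed between fresh and preserved libraries.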

(D) Heatmap showing expression of significantly differentially expressed genes in all six libraries. Gene expression between fresh and preserved libraries for each patient is nearly identical.

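Preserved libraries differed from fresh ones mainly in processed pseudogenes, copies of mRNA in the genome. edgeR called 1 gene up-regulated and 15 down-regulated in preserved libraries among 17339 genes (526 at an unadjusted p below 0.05), and DESeq2 23 up and 400 down, of which 365 were pseudogenes and 15 protein coding. RPL13AP25 (ENSG00000136149, GRCh38 chr13:54440704-54441315), a processed copy of the ribosomal gene RPL13A, fell from 210 ± 28.7 to 5.03 ± 0.845 normalized CPM (mean ± SD, n = 3 each, log2 fold change -5.38, edgeR adjusted p = 0.00444, 3 of 3 patients). EEF1A1P13 (ENSG00000250182, chr5:14651941-14653329) fell from 265 ± 45.1 to 8.47 ± 0.744 (-4.97, adjusted p = 0.00444) and YBX1P1 (ENSG00000224861, chr14:66012830-66013789) from 56.2 ± 7.54 to 2.79 ± 0.564 (-4.33, adjusted p = 0.0146). RPL22P1 (ENSG00000213178, chr3:169483671-169484080) rose from 68.7 ± 12.5 to 513 ± 105 (2.90, adjusted p = 0.0486). With 1 library left out the adjusted p of these genes reached 0.0742, 0.0742, 0.132 and 0.373.

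With a replicate block for the patient edgeR called 54 genes up-regulated and 279 down-regulated. Of these, 5 and 236 were pseudogenes and 34 and 22 protein coding. With pseudogenes left out, tests added after the values were seen, 0 genes passed without the block (86 at an unadjusted p below 0.05) and 14 up and 38 down with it, so the change was not confined to pseudogenes. No list passed in 28 tests (lowest camera adjusted p = 0.723), while ribosomal protein genes leaned up in 56 of 77 with a replicate block (adjusted p = 2.0e-05 at the fixed correlation), a call not tested with an estimated correlation, which gave 0.948 without the block.

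In 107 of 122 gene families the share of family reads on pseudogenes was lower in all 3 preserved libraries. The share went from 12.4% to 1.73% for the EEF1A1 family, from 17.3% to 2.08% for RPL13A and from 8.56% to 0.901% for FTH1, while the family totals moved by a median log2 of -0.01. In simulated counts with the real dispersions edgeR found 0% of genes changed 8-fold, so large changes too could be missed without the block.

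**Figure D5:**
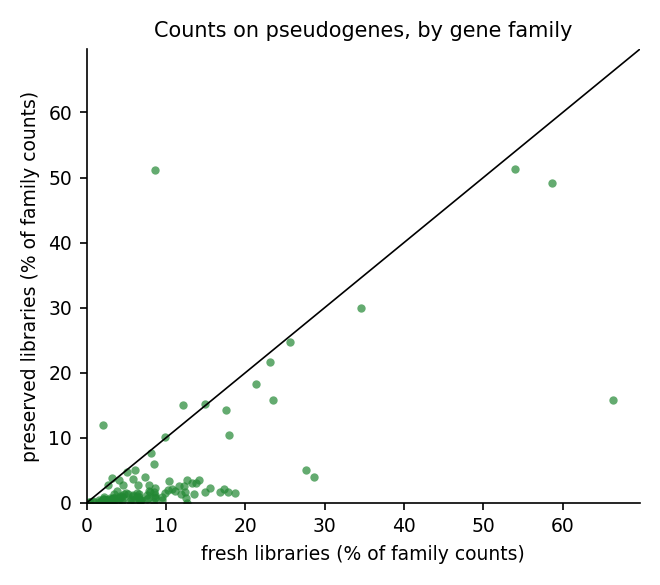
Percent of a gene family's reads assigned to its pseudogenes in fresh (horizontal axis) and preserved (vertical axis) urine libraries. Each of 122 points is a parent gene with its pseudogenes, a mean of 3 libraries, and the line marks equality. Most families lay below the line, with EEF1A1 at 12.4% fresh and 1.73% preserved, and RPL22 lay above it.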

**Supplementary Figure 6:** Sequencing metrics of matched preservative libraries before and after preservation.

- (A) Pearson's correlation of ERCC spike-ins.
- (B) Pearson's correlation of whole transcriptome expression level.
- (C) Alignment statistics.
- (D) Gene detection and diversity of exoRNA across biotypes.

**Supplementary Figure 7:** Distribution and overlap of exosomal RNA transcriptome across the 4 biofluids from the same individuals. Plasma, blood and CSF was collected at high ICP time point (t0) where urine was collected at low ICP time point (t1).

**Supplementary Figure 8:** Gene sets enrichment analysis (GSEA) of differentially expressed exoRNA between biofluids from matched individuals.

- (A) Plasma to blood in high ICP conditions (cellular components).
- (B) Plasma to blood in low ICP condition (cellular components).
- (C) Plasma to urine in low ICP time point (biological processes).
- (D) Plasma to CSF in high ICP time point (biological processes).

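At low ICP ribosomal and endothelial lists leaned up in plasma against blood and the neutrophil list leaned down, with no call left at an estimated correlation. edgeR called 3344 genes higher and 4220 lower in plasma among 19950, and 2085 higher and 2168 lower with a replicate block. PPBP, the platelet chemokine (ENSG00000163736, GRCh38 chr4:73986439-73988190), rose from 84.01 ± 5.87 to 2715 ± 1914 normalized CPM (mean ± SD, n = 3 each, log2 fold change 5.01, adjusted p = 0.00375). ERG, an endothelial transcription factor (ENSG00000157554, chr21:38380027-38661780), rose from 0.378 ± 0.410 to 140 ± 61.6 (8.48, adjusted p = 0.00114), and CAVIN1, a coat protein of caveolae (ENSG00000177469, chr17:42402449-42423256), from 0.508 ± 0.489 to 119 ± 30.8 (7.84, adjusted p = 8.54e-04). SLC11A1, a metal transporter of neutrophil and macrophage phagosomes, fell from 90.6 ± 16.8 to 0.616 ± 0.679 (-7.17, adjusted p = 0.00402). All 3 patients showed each change. The median of all genes stood at -0.131.

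Ribosomal protein genes, a cellular component of the paper's analysis, were higher in 76 of 76 post-treatment (median 2.62, camera adjusted p = 2.36e-56), adjusted p = 0.376 with an estimated correlation, and in 75 of 76 pre-treatment (2.07, adjusted p = 3.25e-30), adjusted p = 0.463 with an estimated correlation. Endothelial genes were higher post-treatment in 14 of 19 (1.69, adjusted p = 0.0104), adjusted p = 0.376 with an estimated correlation. Hepatocyte genes were higher in 9 of 10 (7.14, adjusted p = 0.00541), adjusted p = 0.474 with an estimated correlation. Neutrophil genes were lower in 24 of 27 (-3.35, adjusted p = 1.27e-05), adjusted p = 0.166 with an estimated correlation.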

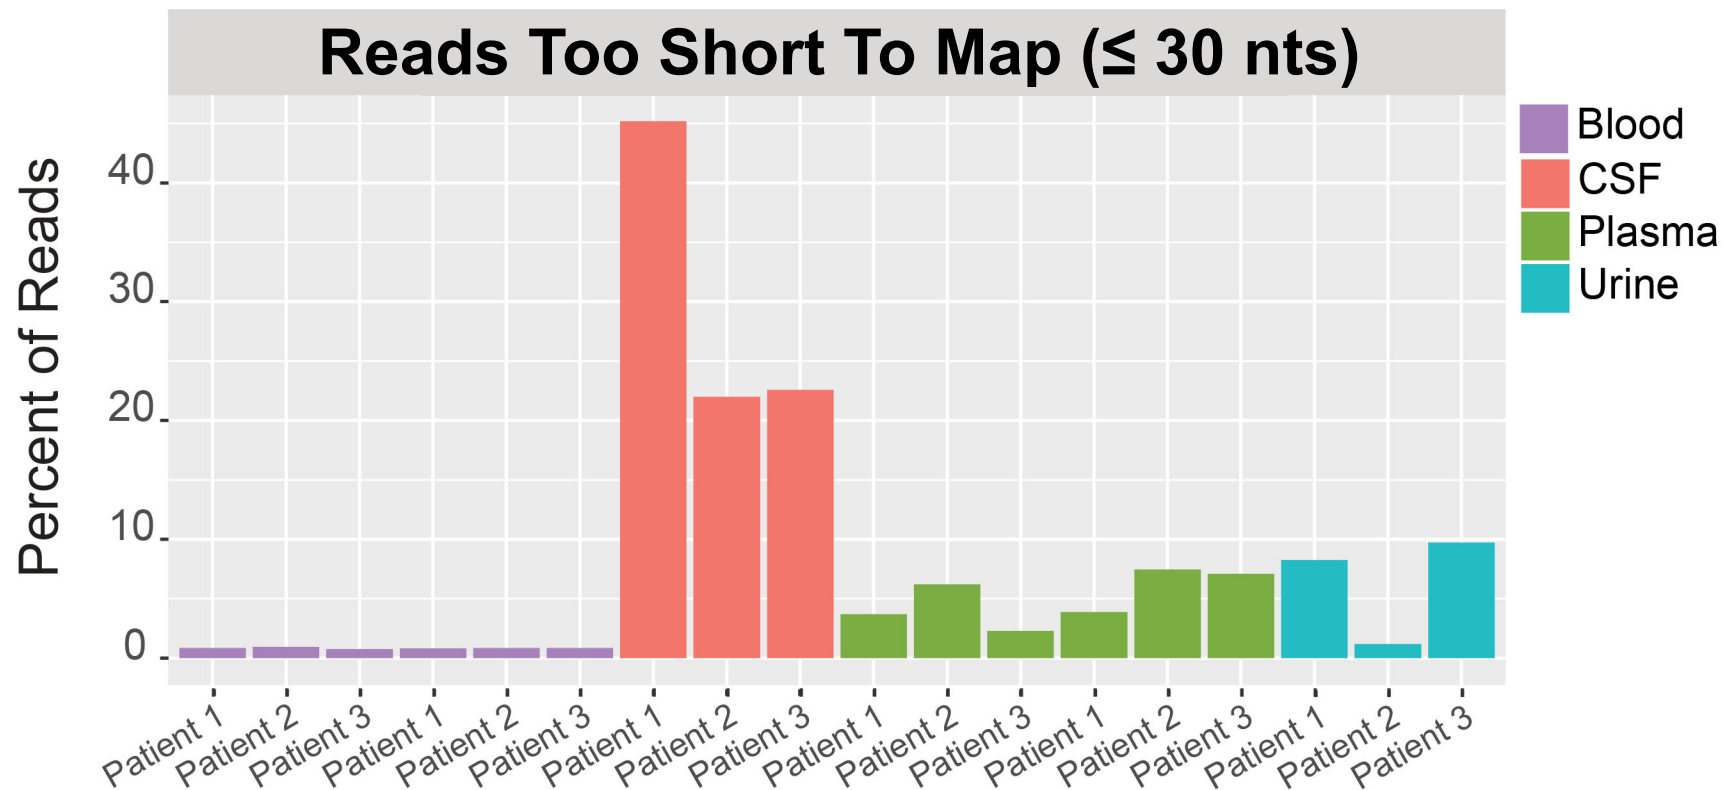

**Supplementary Figure 1.**

## Biofluid

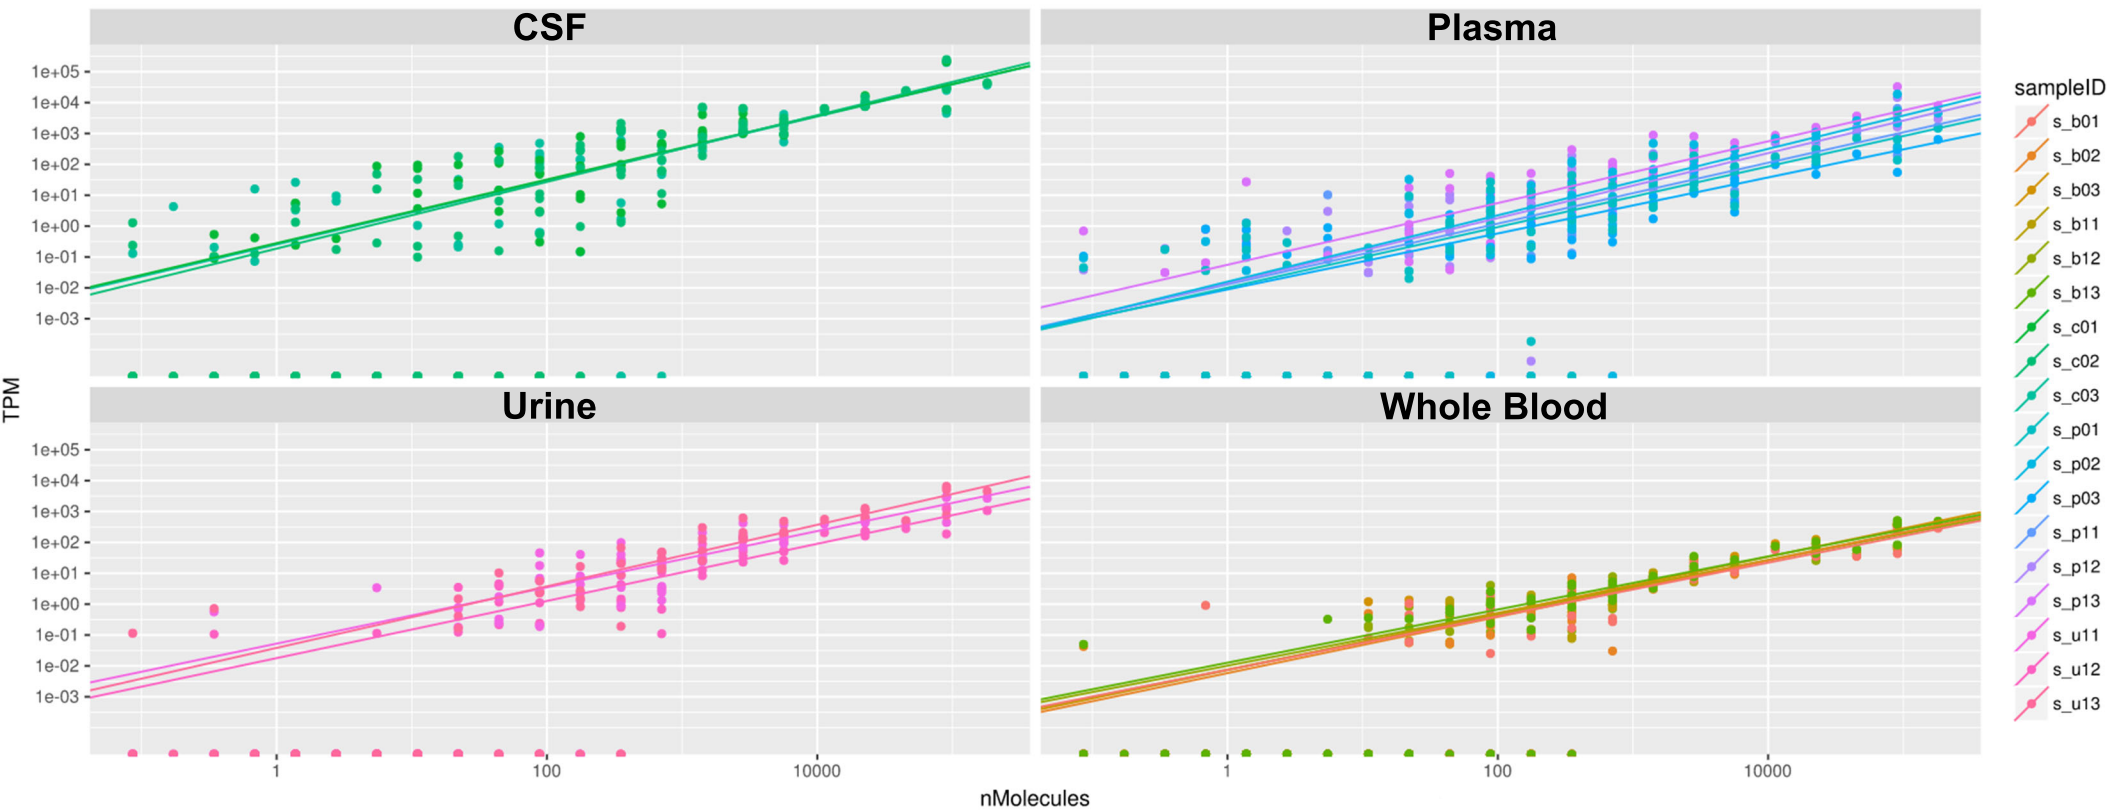

Supplementary Figure 2.

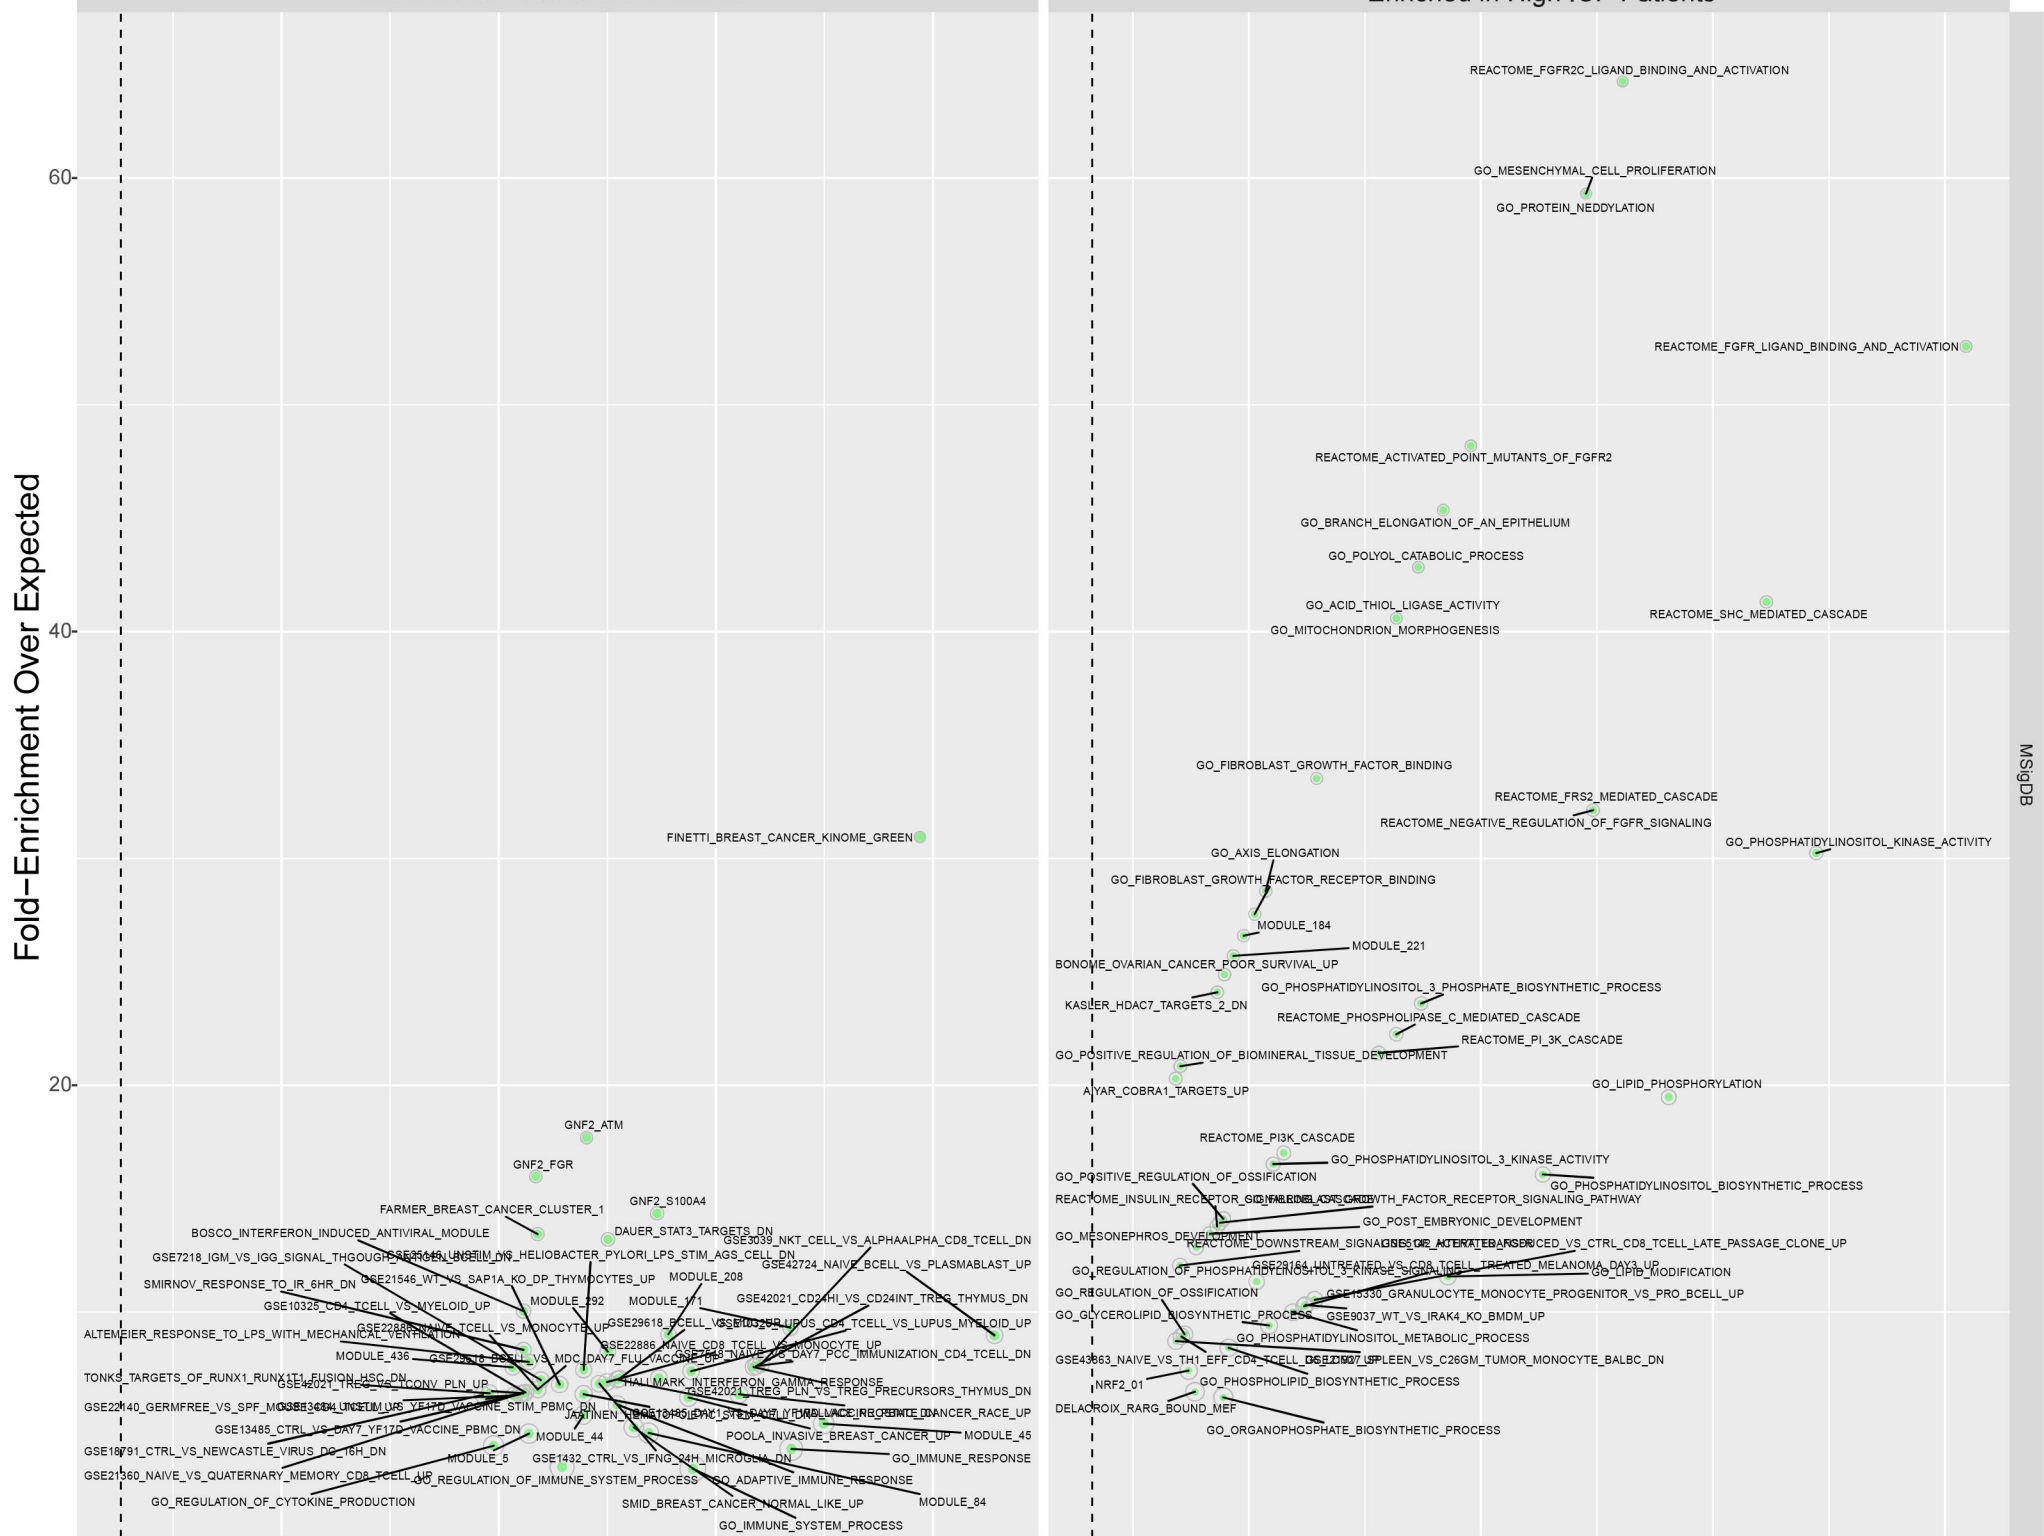

**Supplementary Figure 3.**

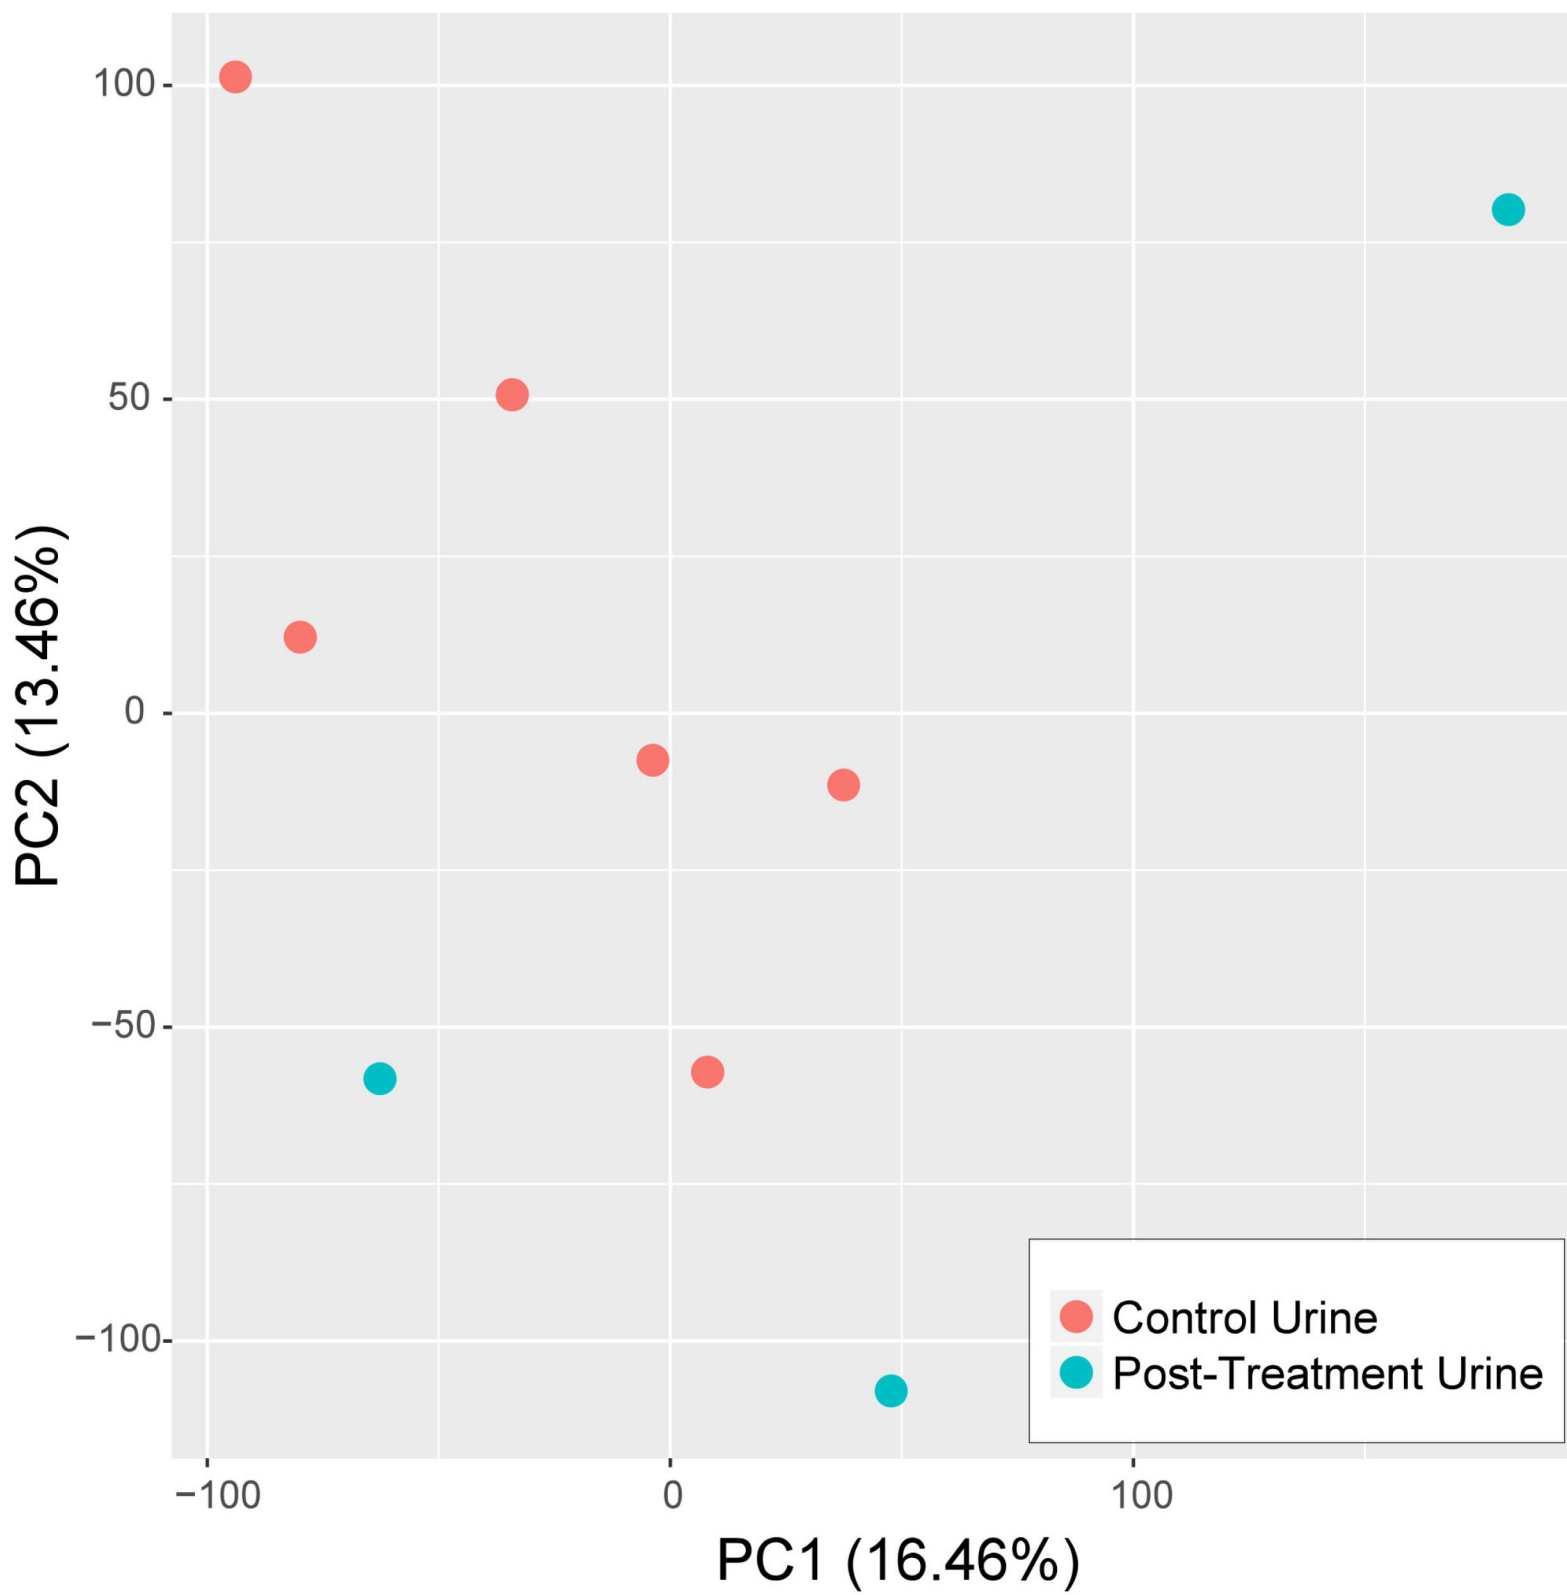

**Supplementary Figure 4.**

**A**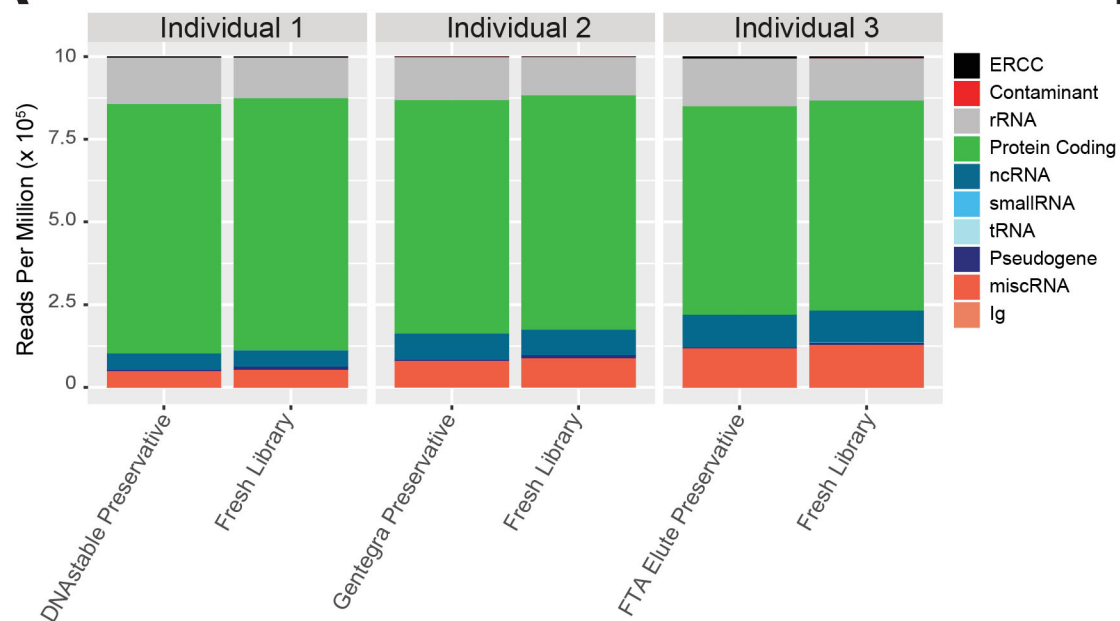**B**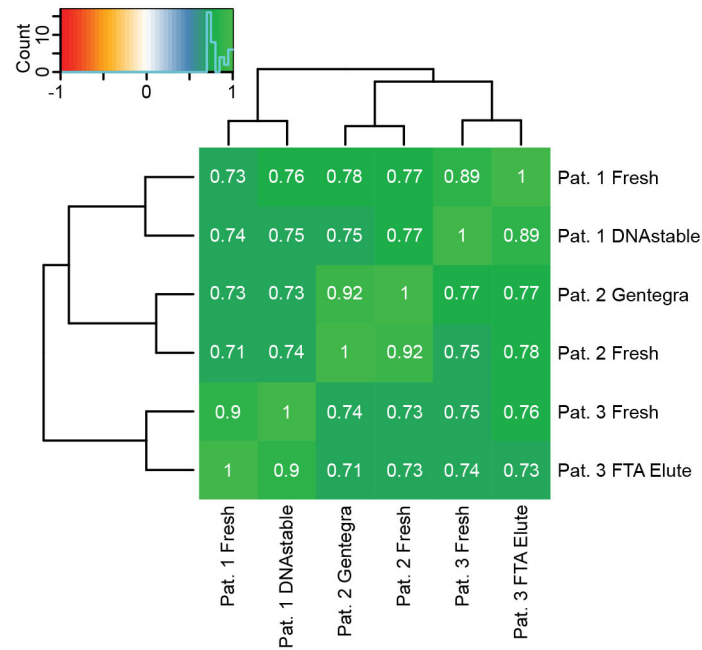**C**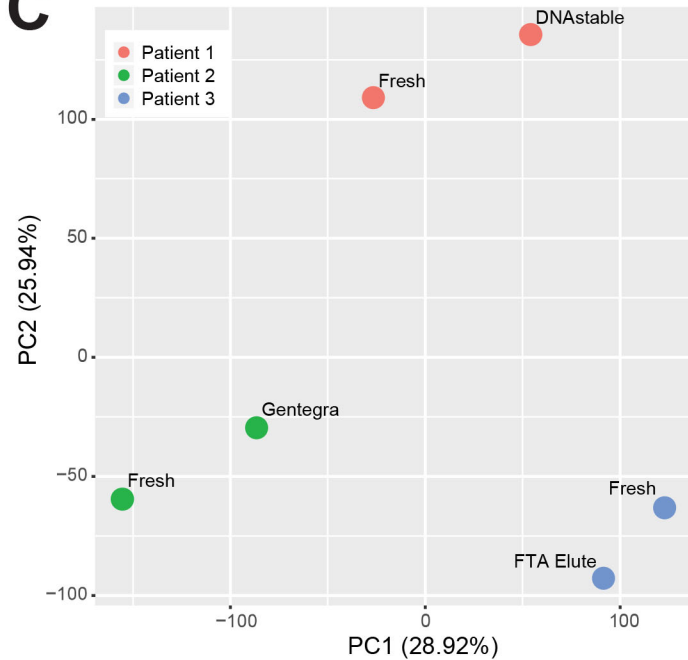**D**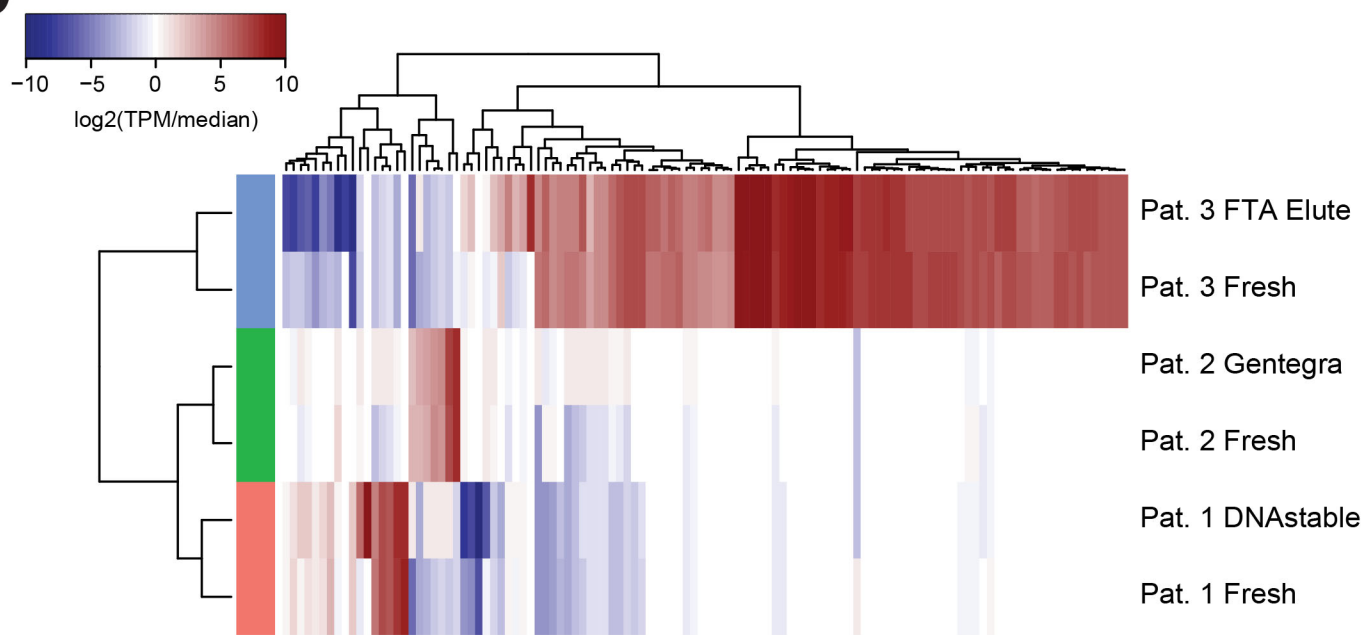

**Supplementary Figure 5.**

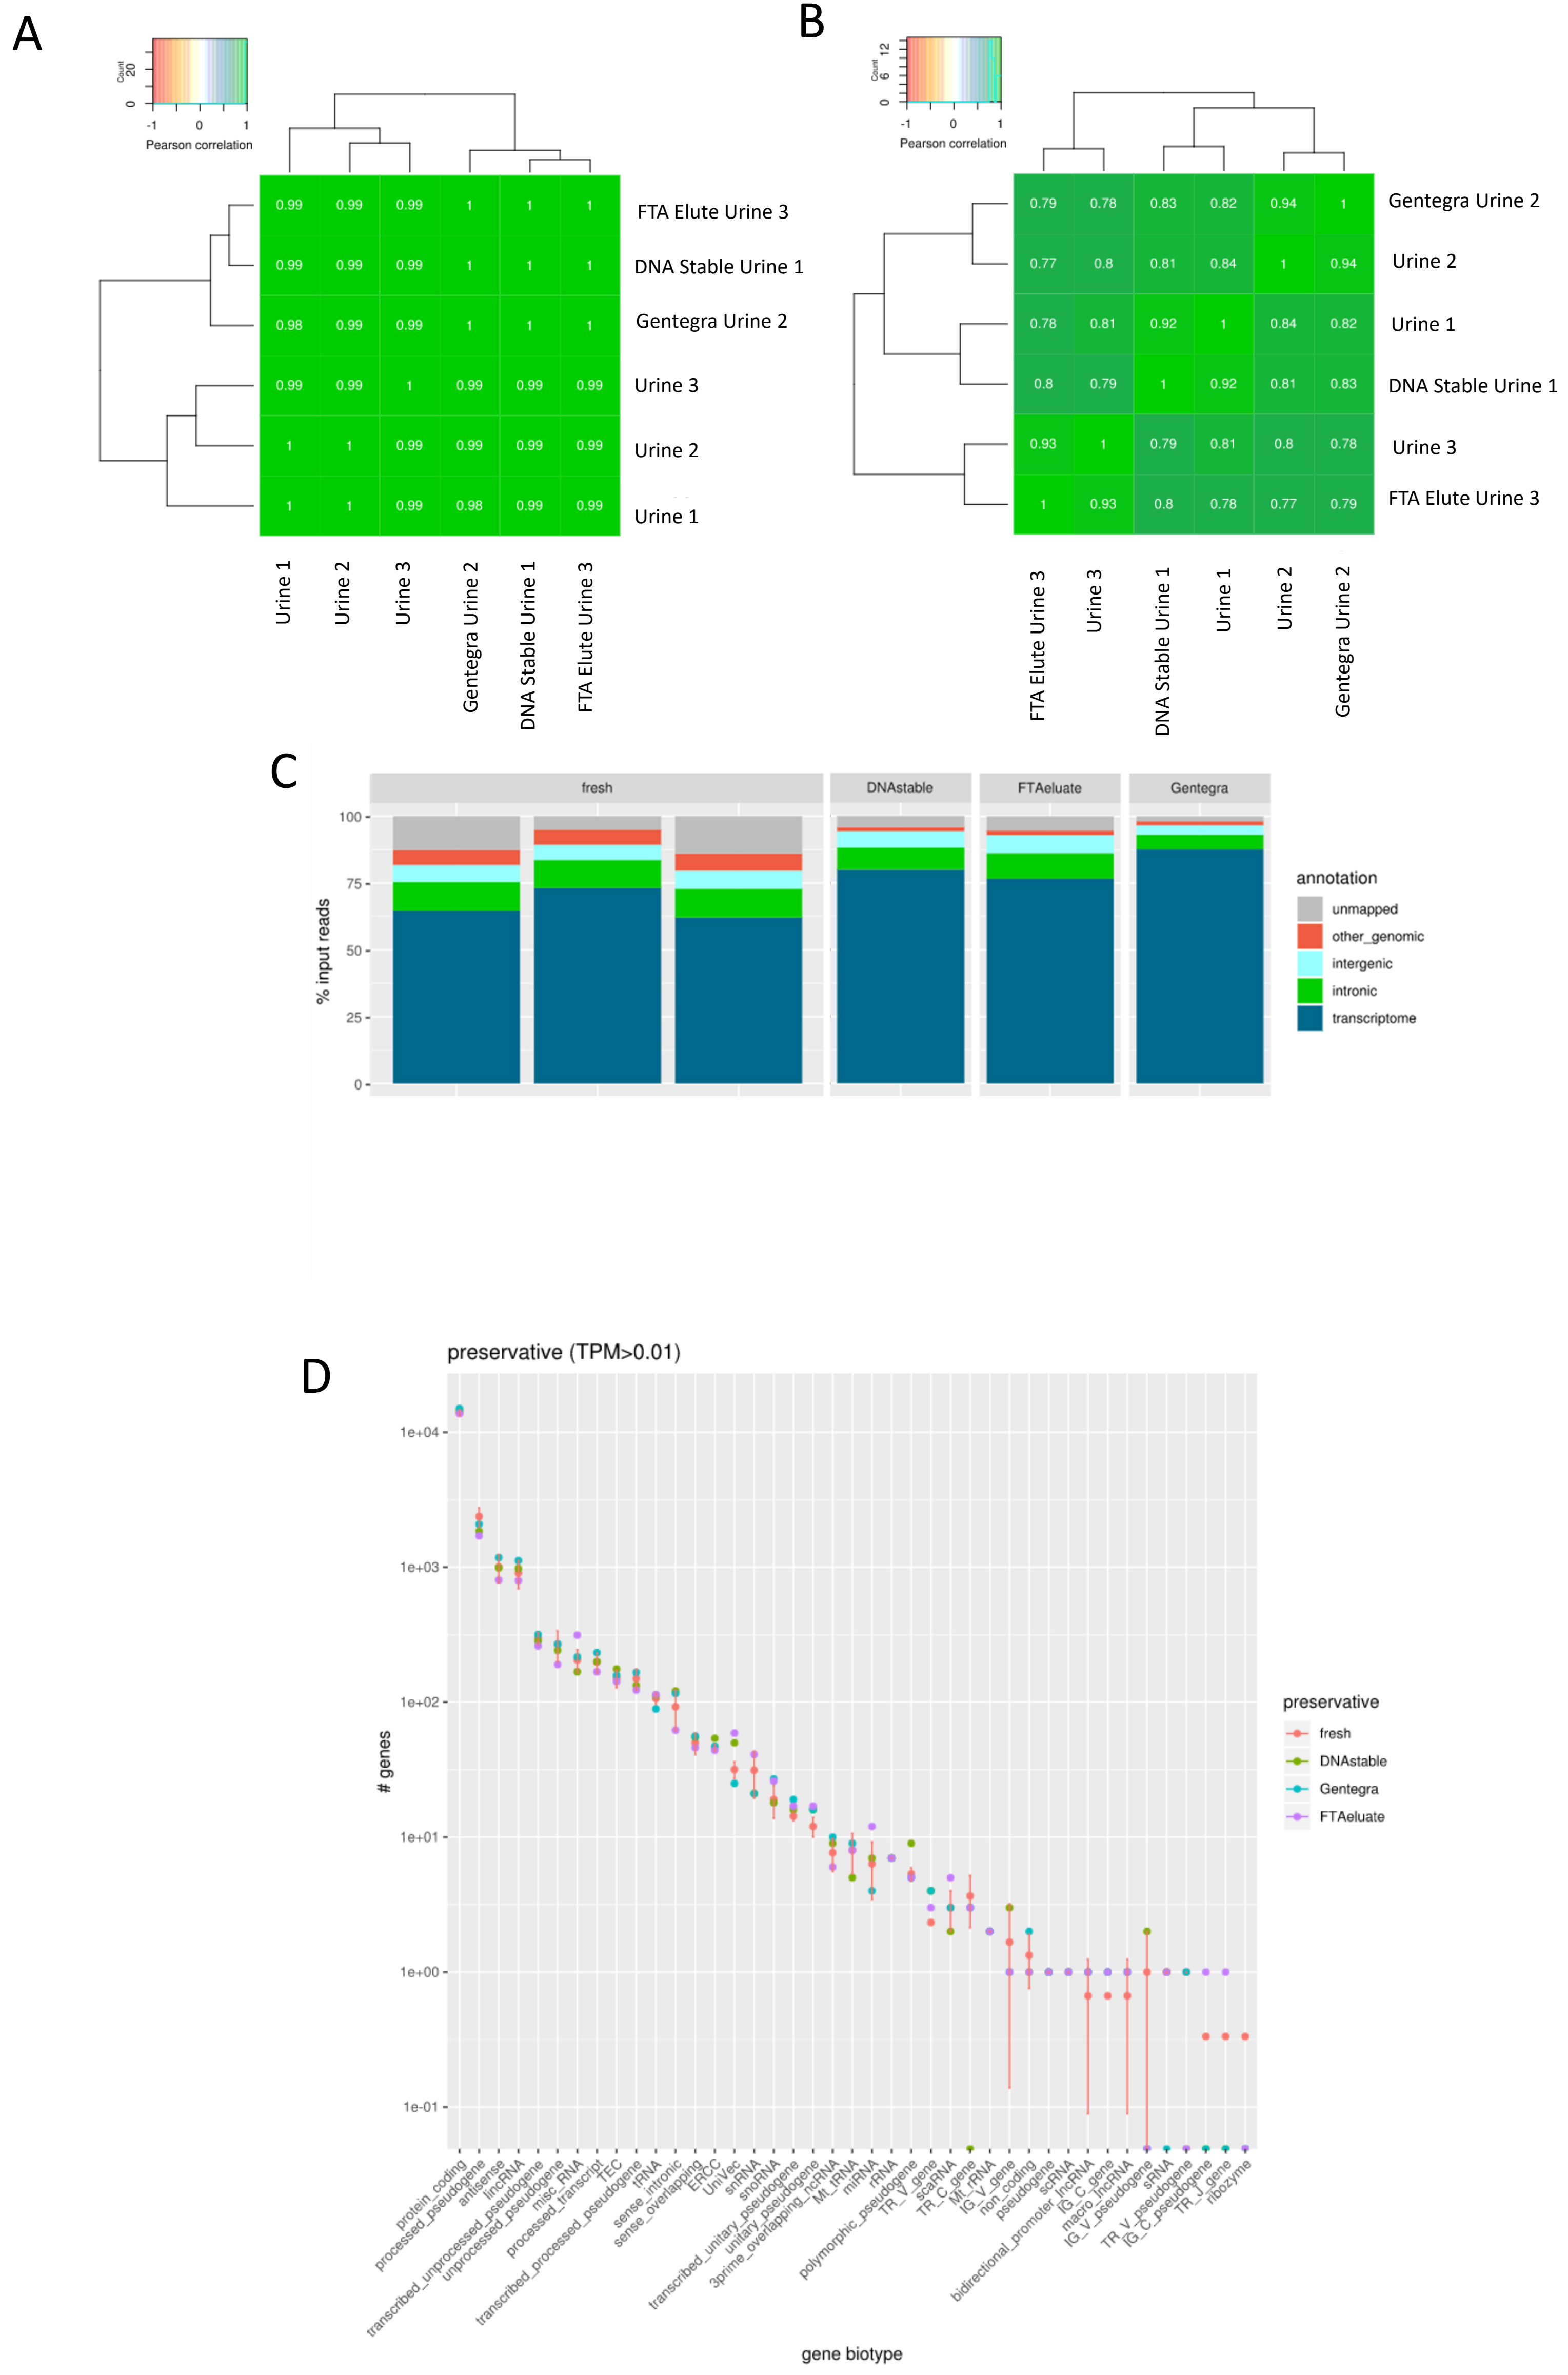

Supplementary Figure 6.

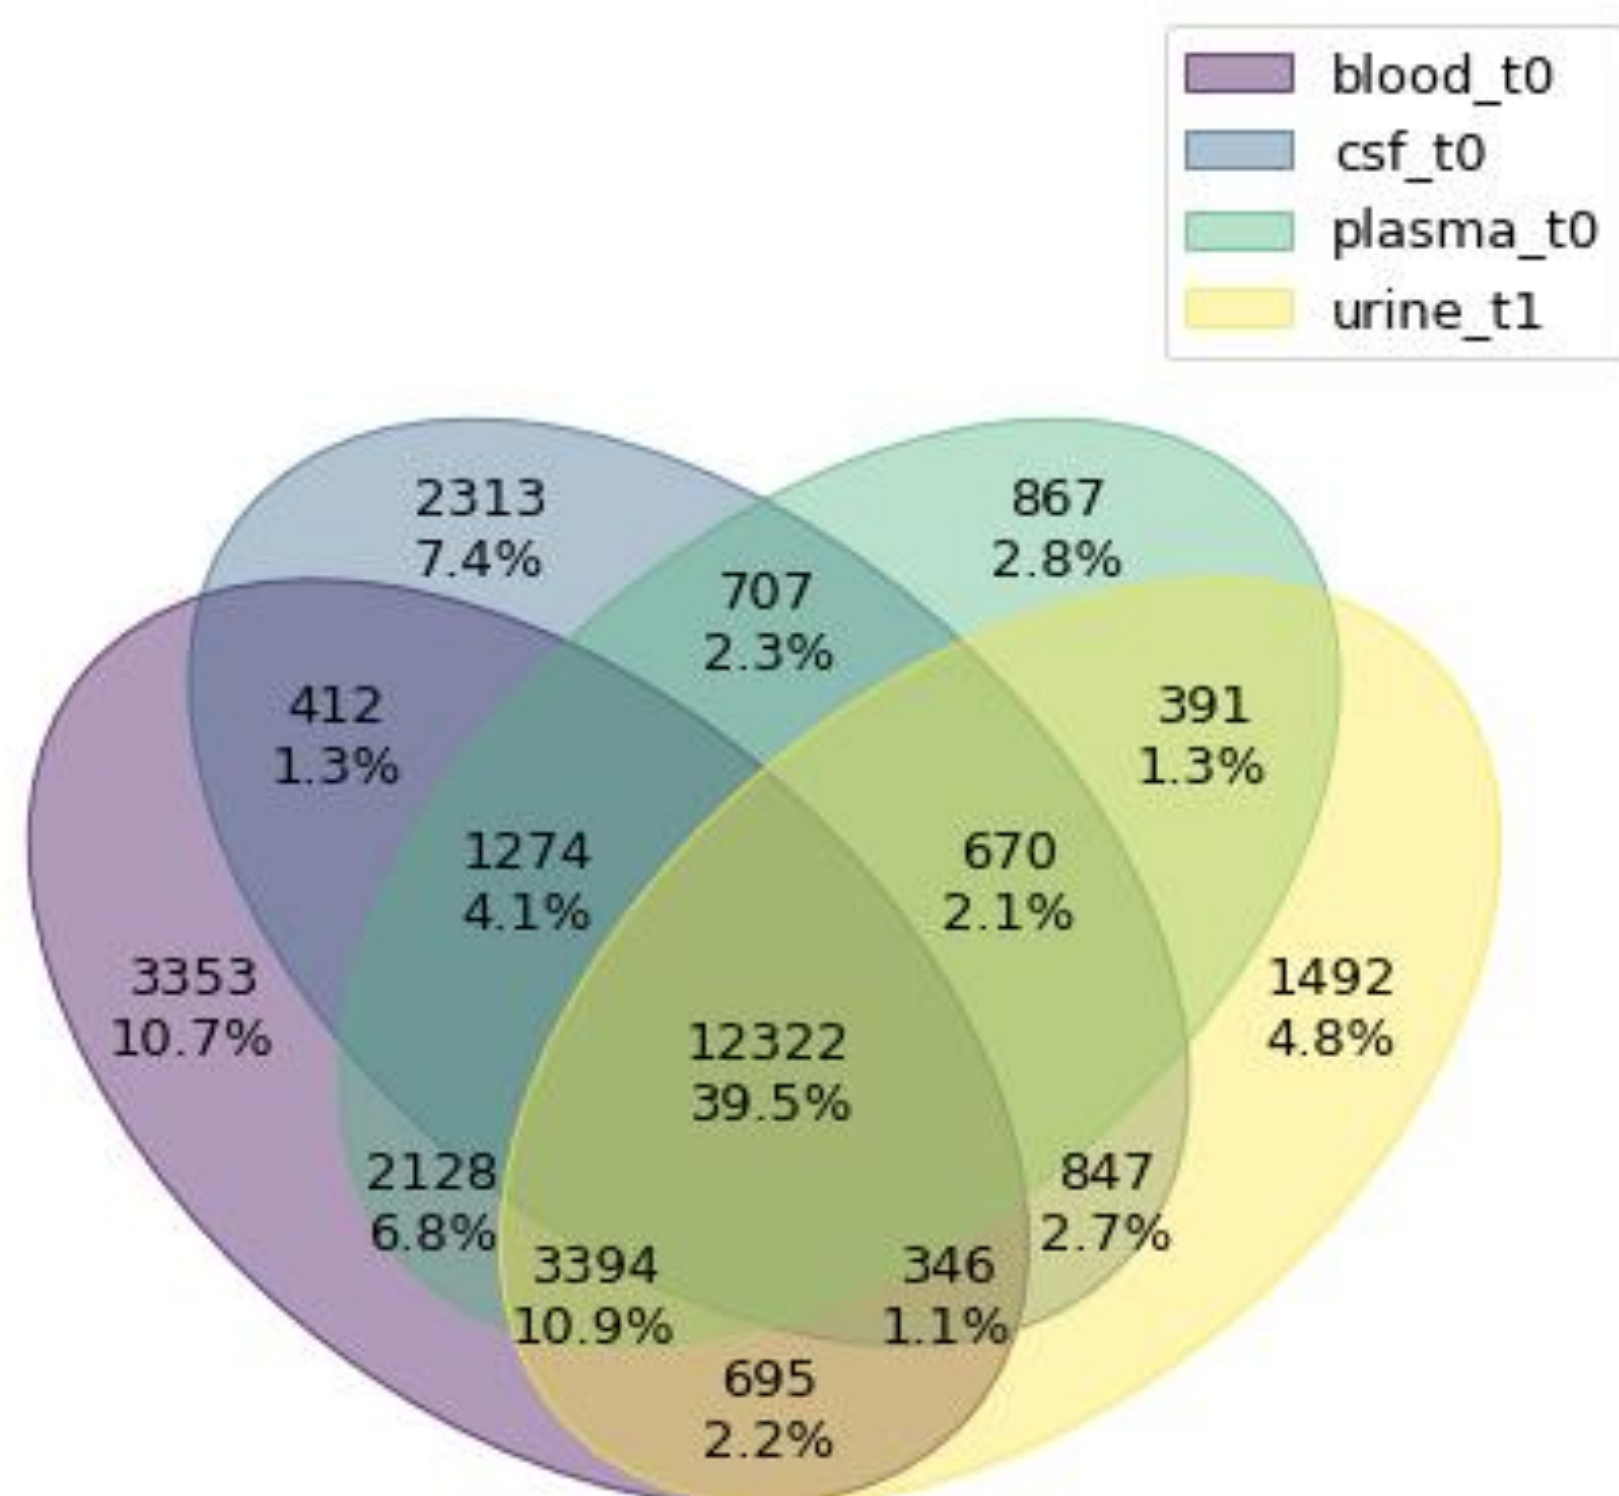

Supplementary Figure 7.

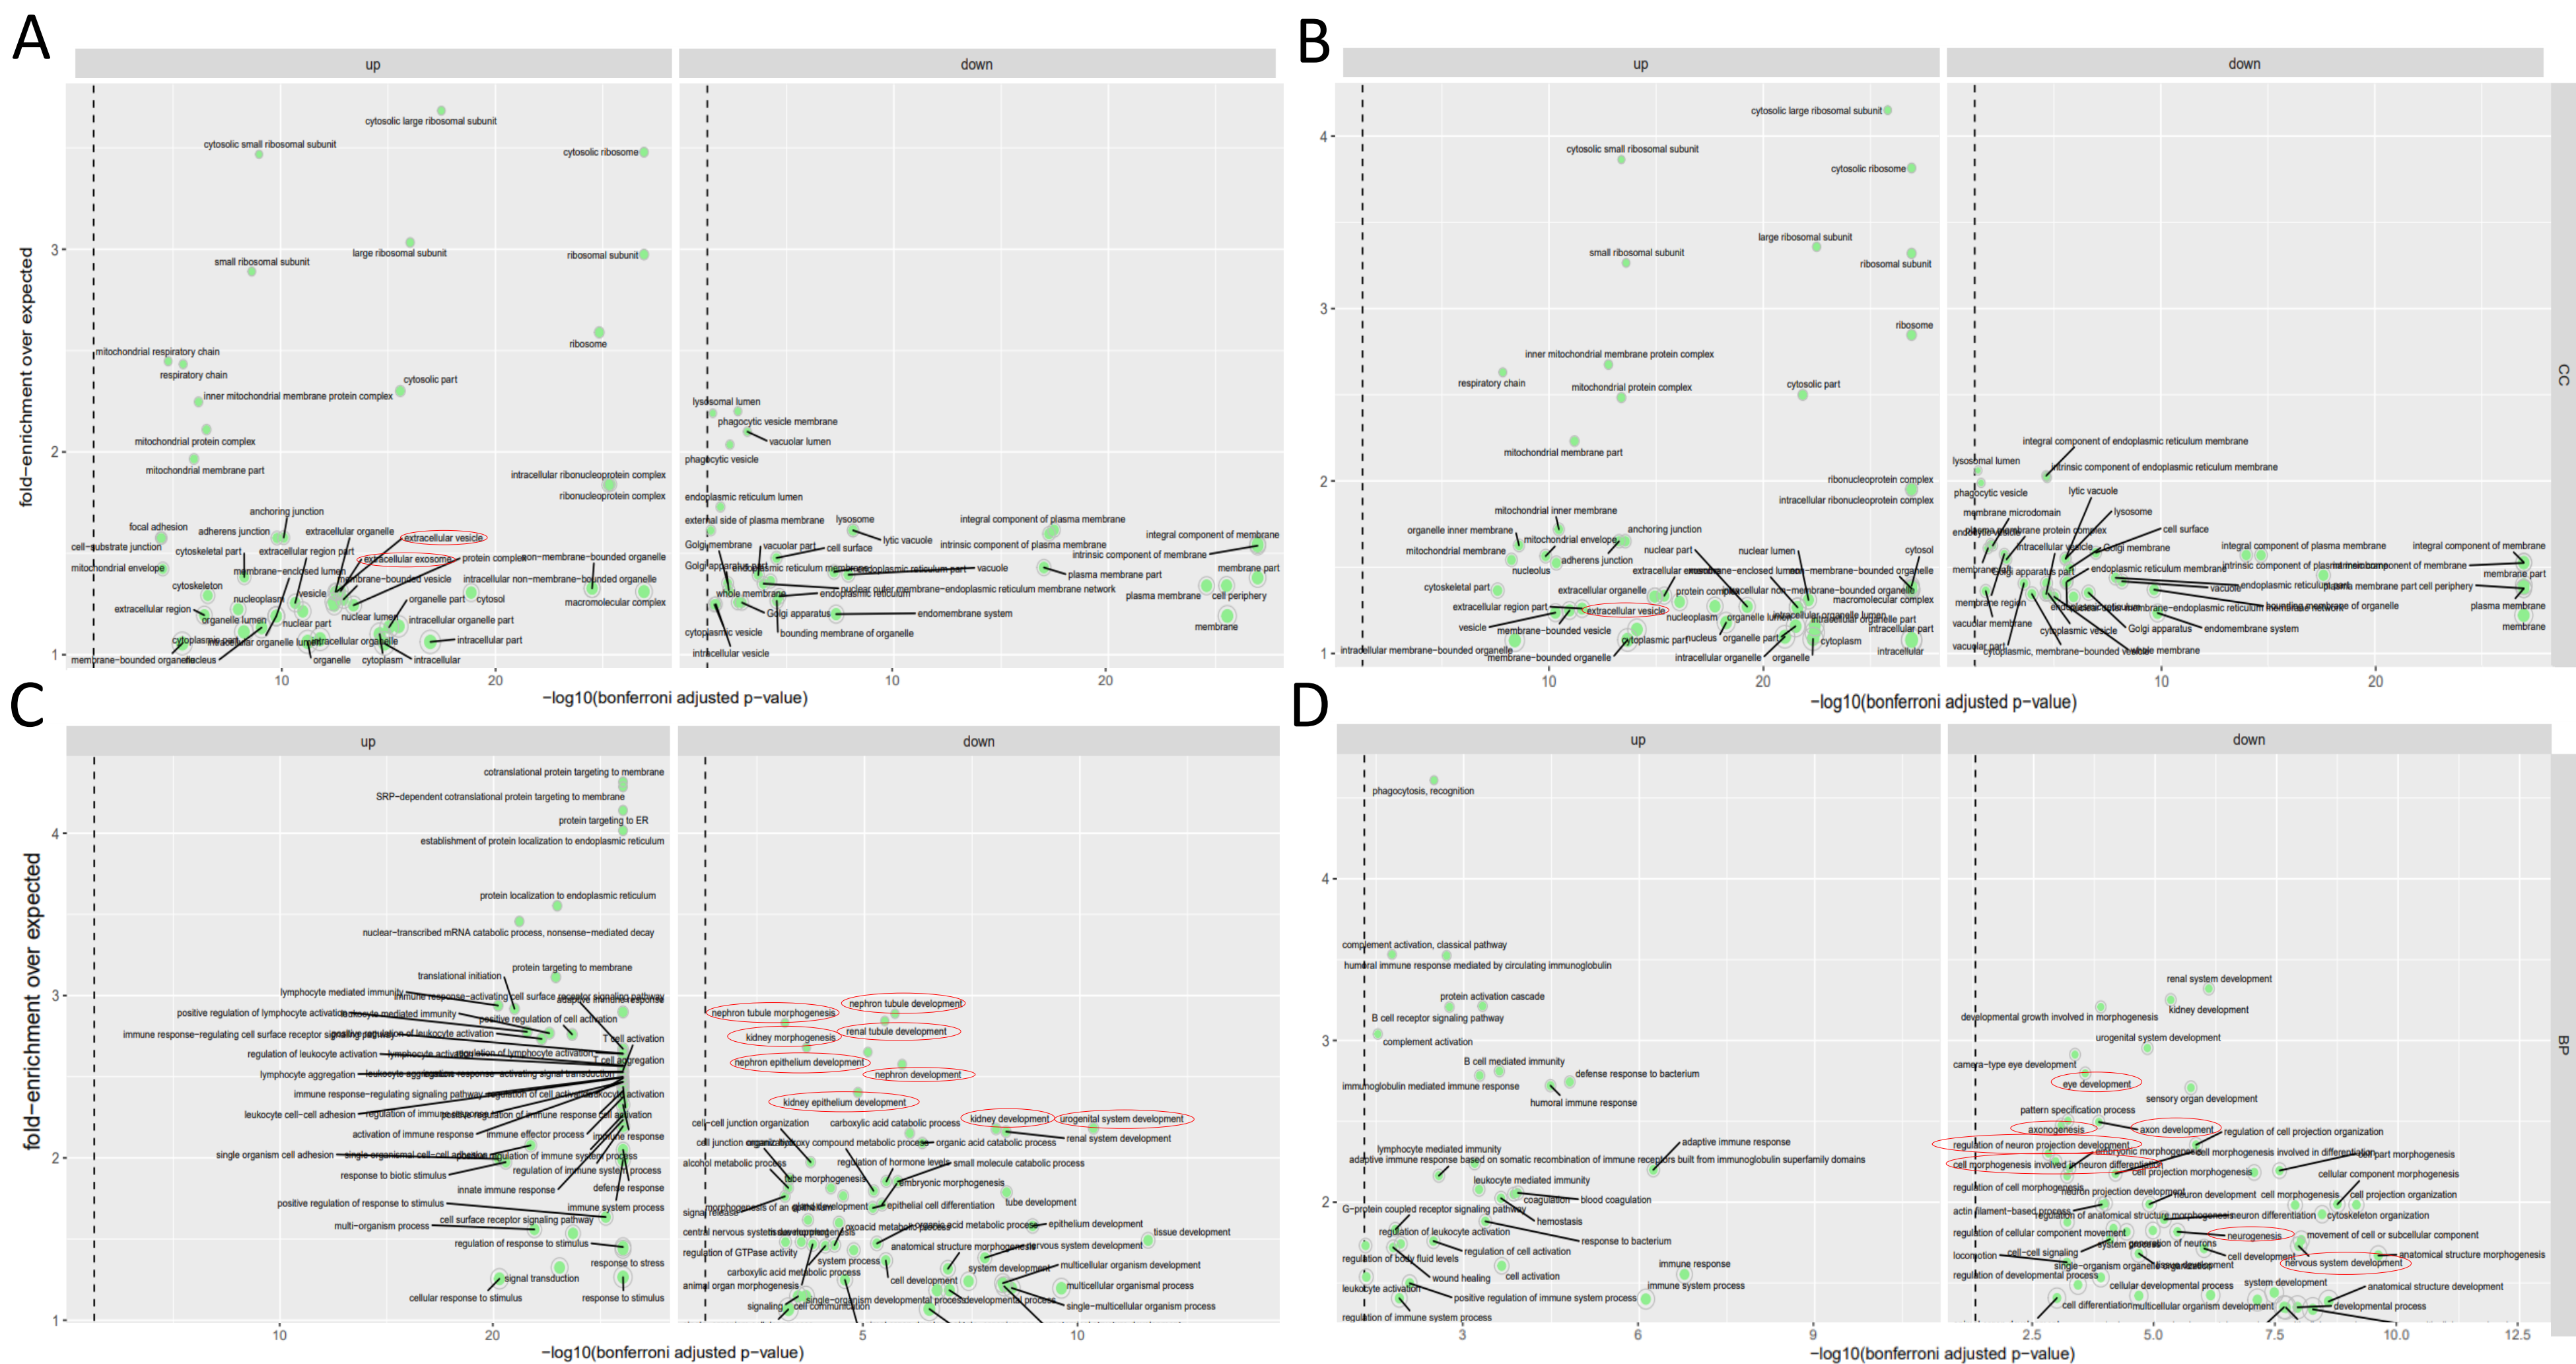

Supplementary Figure 8.

# Supplementary material for: Exosome based analysis for Space Associated Neuro-Ocular Syndrome and health risks in space exploration
**Source:** NPJ Microgravity. 2022 Sep 14;8:40. doi: 10.1038/s41526-022-00225-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software or code was used in the manuscript

Data analysis No software or code was used in the manuscript

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data has been uploaded to the GEO database (GSE199468).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                    |
|-----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | NA                                                                                                                                                                                                                                                 |
| Population characteristics  | Subject recruitment was done at BCM and written informed consent was obtained from all subjects.<br>The study population was a pool of neurological patients requiring therapeutic LP.                                                             |
| Recruitment                 | Patients were recruited as part of the research study from Baylor College of Medicine (BCM), Houston, TX                                                                                                                                           |
| Ethics oversight            | The study was reviewed and approved by the institutional review boards at Johnson Space Center and Baylor College of Medicine (BCM), Houston, TX. Subject recruitment was done at BCM and written informed consent was obtained from all subjects. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |      |
|-----------------|------|
| Sample size     | 9    |
| Data exclusions | None |
| Replication     | None |
| Randomization   | None |
| Blinding        | None |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |    |
|-------------------|----|
| Study description | NA |
| Research sample   | NA |
| Sampling strategy | NA |
| Data collection   | NA |
| Timing            | NA |
| Data exclusions   | NA |
| Non-participation | NA |
| Randomization     | NA |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                      |
|--------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | NA                                                                                                                                                                                   |
| Research sample          | NA                                                                                                                                                                                   |
| Sampling strategy        | NA                                                                                                                                                                                   |
| Data collection          | NA                                                                                                                                                                                   |
| Timing and spatial scale | NA                                                                                                                                                                                   |
| Data exclusions          | NA                                                                                                                                                                                   |
| Reproducibility          | NA                                                                                                                                                                                   |
| Randomization            | NA                                                                                                                                                                                   |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i> |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |    |
|------------------------|----|
| Field conditions       | NA |
| Location               | NA |
| Access & import/export | NA |
| Disturbance            | NA |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input type="checkbox"/>            | <input type="checkbox"/> Animals and other organisms   |
| <input type="checkbox"/>            | <input type="checkbox"/> Clinical data                 |
| <input type="checkbox"/>            | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |    |
|--------------------|----|
| Laboratory animals | NA |
| Wild animals       | NA |

|                         |    |
|-------------------------|----|
| Reporting on sex        | NA |
| Field-collected samples | NA |
| Ethics oversight        | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |    |
|-----------------------------|----|
| Clinical trial registration | NA |
| Study protocol              | NA |
| Data collection             | NA |
| Outcomes                    | NA |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

How the deposited data were processed for this re-analysis (not part of the article)

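The data are 46 Salmon tables of RNA-Seq from whole blood, plasma EVs, CSF EVs and urine EVs. The groups were whole blood and plasma of 3 patients pre-treatment and post-treatment, their CSF pre-treatment and urine post-treatment (3 libraries each, with a second run of 1 pre-treatment blood library added to the first), 3 preserved libraries of that urine, 3 libraries each of urine from Sarstedt tubes and standard cups, 4 normal-ICP CSF pools, 6 control urine samples, and 4 captured libraries each of plasma and urine. Replicates are separate samples by the labels, except that 2 captured urine libraries repeat the same material, that the captured plasma libraries are labelled as repeats of pooled plasma, and that the paper describes the tubes as divisions of 1 pool. The file names of the post-treatment plasma libraries all carry the same subject number, while their labels name 3 samples.

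The authors aligned reads to hg38 with STAR, quantified transcripts with Salmon with position and GC bias correction, and tested genes with DESeq2 with covariates that the paper does not name. The deposited unit is estimated counts and TPM per transcript over 104995 sequences, of which 96754 were transcripts and the rest rRNA, ERCC, vector, miRNA and tRNA sequences. Of the transcripts, 93299 (96.4%) were found in Gencode v44 and summed to genes, 55771 genes in all. These held 83.6% to 97.1% of the transcript reads of a library. Transcripts with retired identifiers were kept as single features and are not named.

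Estimated counts were summed by gene and rounded. Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr) in R 4.3.3, on the groups compared, with Benjamini-Hochberg adjustment at 0.05. rRNA, ERCC and vector sequences were left out of the tests. DESeq2 1.42.0 with its own filter was run beside it. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and again with an estimated correlation and with fry. Shares, correlations, principal components and exact permutation tests (two-sided for shares, one-sided for distances) were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A gene counted as detected at TPM above 0.01.

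Total reads per library are given with each experiment. The comparisons were post-treatment against pre-treatment blood, the same in plasma, the difference of both changes, patients against control pools in CSF and in urine, Sarstedt against standard tubes, preserved against fresh libraries, plasma against blood at each visit, urine against plasma post-treatment and CSF against plasma pre-treatment. Alternatives set before the data were examined were DESeq2, RLE scaling, no filter, rRNA and ERCC kept, each library left out in turn, a replicate block, an offset for effective length, and either run of the blood library alone. For shares and counts of genes they were other denominators, other thresholds and thinning to equal reads. Others were added later and are marked where they are used.

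Whether the replicate numbers pair the samples was checked by correlating deviations from group means. Blood, plasma and CSF numbers mark patients by the labels. Urine samples carry other numbers and were matched to patients through the preservative that the labels and the paper's supplement name for each. Fresh and preserved libraries come from the same urine. Same-numbered deviations correlated at 0.867 to 0.882 between fresh and preserved libraries and at 0.0708 to 0.131 between blood of both visits. They correlated at -0.0984 to 0.151 between plasma of both visits (other numbers -0.168 to 0.186), and at 0.000146 to 0.0615 between biofluids. All 6 libraries matched their own number best in blood, in fresh and preserved urine, and in plasma against blood at each visit. Only 2 of 6 did so in plasma of both visits, 2 of 6 in urine against plasma and 3 of 6 in CSF against plasma. The values there do not bear out the pairing.

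The genes named in the text follow a rule: every gene that the paper names in its text or in Fig. 2, up to 8 genes per direction with the largest change among called genes of at least median abundance that are protein coding or carry a symbol and do not overlap between groups, and up to 4 members of each list with the smallest p. Left out were Y-linked genes, XIST and TSIX, genes of reproductive tissue, and genes often deleted. ENSG00000258317, SEC13, PSMD14-DT and CCL22 fall outside the rule and were chosen after their values were seen.

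The 32 lists, fixed before the data were examined, were B and plasma cell, T and NK cell, monocyte and macrophage, neutrophil, platelet, erythroid, endothelial, hepatocyte, antigen presentation class II, interferon response, cytokine and inflammation, immediate early and stress, adhesion and extracellular matrix, cytosolic ribosomal protein, mitochondrially encoded, small nuclear and Cajal RNA, nuclear-retained lncRNA, choroid plexus and ependyma, astrocyte, oligodendrocyte, microglia, neuron, proximal tubule, loop of Henle and distal tubule, collecting duct, podocyte, urothelium, squamous epithelium, fluid channels and transport, FGF and PI3K signaling, one-carbon metabolism, and the genes shown in the paper's Fig. 2. The last were chosen by the study on these samples.

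The pipeline was tested on simulated data with 67 genes changed 2-fold, 67 changed 4-fold and 66 changed 8-fold at the real and at a low dispersion. At the low dispersion edgeR recovered 72.7% to 100% of those changed 8-fold. Of 31 simulated lists the 1 that was raised was called and 0 of 30 unchanged lists were. Reads outside the transcriptome, introns, gene body coverage, GSEA and GO analyses were left out, since the files do not hold what they need.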

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

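Every explanation weighed in this part was tested after the result had been seen.

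In 1 of 4 normal-ICP CSF pools the cation channel gene TRPM3 stood at 249.8 CPM, far from the others at 49.6 to 74.5. It was 1 of 42 groups of values tested in this way, and chance flags about 1 in 20 groups.

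The post-treatment change differed between plasma and blood for 4 lists by a test of the difference itself: ribosomal protein genes (higher in plasma, camera adjusted p = 1.305e-09), mitochondrially encoded genes (lower, 3.58e-06), small nuclear and Cajal body RNA (lower, 3.67e-04) and platelet genes (lower, 0.00300). For each of them adjusted p = 0.914 with an estimated correlation, and with 1 library left out it reached 0.108 for ribosomal, 0.177 for mitochondrially encoded and 0.990 for platelet genes.

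The lncRNA ENSG00000258317 took 33.6% of gene reads in standard tubes and was close to absent elsewhere, a signal in genes the paper does not discuss. Genes under 1 CPM in the patients' fresh urine took 55.3% of gene reads in standard and 55.4% in Sarstedt tubes. The choice between these tubes therefore does not account for them. An effect of collection or storage common to both was not tested, since the data hold no unstored library of that urine. Thinned to the depth of the tubes, the patients' urine still correlated with the mean control urine at r = 0.879 ± 0.0373, while standard tubes reached 0.608 ± 0.0307 and Sarstedt tubes 0.588 ± 0.0282, so shallow depth does not account for the difference either. Reads from another source may contribute, since vector sequence took 0.918% of reads in Sarstedt tubes against 0.0111% in the patients' urine. Control CSF pools, however, held 0.225% to 0.673% vector sequence and control urine up to 0.147%. ENSG00000258317 took at most 7.41e-05% of gene reads in any group but the tubes, so vector sequence also occurred without it. The vector share of the tubes is small and leaves the question open.

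RPL22P1, a processed pseudogene, stood 2.90 log2 higher in preserved than in fresh urine libraries, against the direction of most pseudogenes, a signal in genes the paper does not discuss. Across 122 families the pseudogenes moved by a median of -2.40 log2 while family totals moved by -0.0135. The stored material was cDNA, so no RNA could be lost in storage, and loss here means loss of pseudogene cDNA. In the 75 families with over 5% of reads on pseudogenes, each value was taken less that of genes without pseudogenes. Loss alone would leave the parents unchanged, and they stood 0.0624 log2 higher (0.0540 to 0.0710 across the 3 patients). Reads moved to the parents alone would leave the family totals unchanged, and they stood at -0.0468 (-0.0482 to -0.0452). Across the 122 families the parents' change was fitted on the change that moved reads would give. The slope was 0.168 (0.144 to 0.179), where moved reads alone would give 1 and loss alone 0. That slope cannot decide, since a single family can carry it and no fit without RPL26 was run. In RPL26 the pseudogene share fell from 66.4% to 15.7%, while the parent moved by -0.816 and the family total by -2.152 log2. The RPL22 family went the other way: its pseudogene share rose from 8.56% to 51.2%, with the parent at -0.998 and the total at -0.091 log2. In RPS23 the share rose from 2.10% to 12.0%, with the parent at -0.281 and the total at -0.126. Loss of pseudogene cDNA would lower the share, so it does not account for these rises. In 107 of 122 families, however, the share was lower in all 3 preserved libraries. By the medians of parents and family totals neither moved reads nor loss alone accounts for the whole, and a mixture of both stays open. Another version or setting of the quantification stays open: the paper names a single version of each tool and the files record none, and the low 0.990% of family reads on pseudogenes in captured plasma does not bear on it, since probes selected those libraries.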

How the results depend on the processing

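Of results for single genes, 643 stayed the same across settings, 52 became stronger, 18 weaker and 2 reversed. Of counts of genes called, 98 stayed within 1.5 times and 57 moved. Of list results 273 stayed the same, 156 became weaker and 5 reversed, and of counts of lists called 83 stayed and 35 moved. Of other measures 39 stayed, 30 moved, 9 became weaker and 4 reversed. The causes were not tested unless the setting itself shows them. The tubes and captured plasma were the shallowest, and 2681 genes could be tested in the tubes. Tests called DESeq2 over the filtered genes, DESeq2 with replicate block, thinned counts, DESeq2 on thinned counts, pseudogenes left out with and without the replicate block, repeat libraries averaged and the protein coding denominator were chosen after the data were seen.

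Genes called by DESeq2 numbered 9 in blood post vs pre, 186 in plasma, 307 for the difference of both changes, 1125 in CSF, 267 in urine, 423 in preserved libraries, 7189 in urine vs plasma and 4648 in CSF vs plasma. Without a filter edgeR called 21, 89, 27, 40, 24 and 27 genes in the first 6 of these, 6 between tubes and 1602 in CSF vs plasma. DESeq2 over the filtered genes called 8 in blood, 53 in plasma, 915 in CSF and 81 in urine. With rRNA and ERCC kept edgeR called 0 in CSF and 988 in CSF vs plasma. On thinned counts edgeR called 0 in CSF, and DESeq2 469 in CSF and 136 in urine. With pseudogenes left out, 0 genes were called in preserved libraries, and 52 with the replicate block added.

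With a replicate block edgeR called 333 genes in preserved libraries, 4253 in plasma vs blood post and 2542 in urine vs plasma, and DESeq2 with replicate block called 18 in blood and 234 in plasma. edgeR with the replicate block called 0 in blood, plasma and the tubes. Lists called with the replicate block numbered 0 between tubes and 1 in preserved libraries. Lists whose call changed were neutrophil in plasma (0.0320), podocyte (0.0720), proximal tubule (0.103) and nuclear-retained lncRNA (0.330) in plasma vs blood pre, small nuclear RNA (0.113) and adhesion (0.0437) in plasma vs blood post, and astrocyte (0.114) in urine vs plasma. It changed no other call. Tube replicates share only a number: their deviations correlated at -0.216 to 0.0417, and 0 of 6 libraries correlated best with its own number. No paired analysis was possible for CSF and urine against control pools because patients and pools are different people.

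With 1 library left out, edgeR called 0 to 7 genes for the difference of both changes, 0 to 4 in CSF, 0 to 1 between tubes, 0 to 11 in preserved libraries, 2155 to 3266 in urine vs plasma and 13 to 336 in CSF vs plasma. Lists called ranged from 3 to 7 in blood, 0 to 3 in plasma, 2 to 5 for the difference of both changes, 4 to 9 in CSF, 0 to 1 between tubes and 0 to 5 in preserved libraries. A direction reversed for ribosomal genes in blood (highest adjusted p 0.222), platelet genes in blood (0.874), in plasma (0.824) and in the difference of both changes (0.990), and squamous genes in urine (0.0651). SPRR3 ranged from -0.90 to 4.36 and KRT13 from -1.57 to 4.39 log2 in urine, where 1 patient carried the signal.

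With an estimated correlation the lists called numbered 0 in blood, plasma, the difference of both changes, CSF, urine, the tubes, plasma vs blood pre and post, and CSF vs plasma, and 7 in urine vs plasma. With fry they numbered 0 in blood, plasma, the difference of both changes, CSF, urine and the tubes, 18 in plasma vs blood pre and 22 in plasma vs blood post.

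The hemoglobin share of blood was 29.2% of counts, 25.5% with all sequences in the denominator and 71.0% of protein coding genes, and that of plasma 5.26% of protein coding genes. As a share of TPM, protein coding genes took 47.2% in blood pre, 39.8% in blood post, 32.7% in plasma pre, 30.4% in plasma post, 19.8% in urine, 11.9% in CSF, 22.9% in preserved urine, 28.5% in Sarstedt and 28.6% in standard tubes, 10.4% in control CSF, 22.0% in control urine, 84.1% in captured plasma and 85.3% in captured urine. For capture, 1 library left out gave a gain of 17.4 to 17.6 points in plasma protein coding share. The difference in rRNA other than mitochondrial was -5.10 to -5.01 points in plasma and -1.21 to 6.56 points in urine (-1.03 with repeat libraries averaged). With 3 against 3 libraries the smallest p is 0.1, so the fewer libraries show why plasma no longer passed.

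At TPM above 1 genes detected were 10678 in blood, 8497 in plasma, 6760 in CSF and 11460 in urine. Genes in all 4 biofluids were 6042 when required in all 3 samples, plasma only 702 and CSF only 1009, and in any of the 3 samples plasma only 1727 and CSF only 3229. On log10 TPM plus 0.01, scaled, the distance gap was 11.5 in CSF and 9.01 in urine. The fresh to preserved r averaged 0.881 at TPM above 1 and 0.962 with pseudocount 1, with the highest between patients at 0.700 and 0.917.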

Differences from the paper's values

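Values are said to differ where one is more than 1.5 times the other and the gap exceeds the SD between replicates, where there is one.

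Hemoglobin genes took 30.997% of TPM in blood, where the paper gives 75% of informative transcriptome reads. The alternatives set before the data were examined all differ from the paper's value: 29.2% of counts, 25.5% with all sequences in the denominator, and 30.2% to 31.6% with 1 patient left out. A denominator of protein coding genes only, chosen after seeing the values, gives 71.0% and reaches the paper's value, and it drops none of the paper's 3 genes.

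In blood edgeR called 0 genes, where the paper gives 3 at an adjusted p below 0.05. DESeq2 called 9 and no filter 21, and these differ too, as do RLE, rRNA and ERCC kept, the effective-length offset, the replicate block, each library left out and either run alone, all with 0. DESeq2 over the filtered genes (8) and DESeq2 with replicate block (18), chosen after seeing the values, differ as well. SCARNA16, which the paper shows in Fig. 2B, was called by DESeq2 and not by edgeR.

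In plasma edgeR called 0 genes, where the paper gives 185. DESeq2 called 186 and does not differ from the paper's value. No filter (89) and all other alternatives set before the data were examined (0) differ. DESeq2 with replicate block (234), chosen after seeing the values, does not differ, and DESeq2 over the filtered genes (53) does. The paper's list of called genes was not available, so how many of its genes these settings drop could not be counted.

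In CSF 0 genes were higher in normal-ICP samples, where the paper gives 777, and 2 were lower, where the paper gives 134. DESeq2 gave 929 and 196, neither of which differs from the paper's values. No filter (21 and 19) and all other alternatives set before the data were examined (0 to 1 and 0 to 3) differ. DESeq2 over the filtered genes gave 752 and 163 and reaches both values, and DESeq2 on thinned counts gave 371, which differs, and 98, which does not. Both were chosen after seeing the values, and which of the paper's genes they drop could not be counted.

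In urine 0 genes were higher in controls, where the paper gives 120, and 0 were lower, where the paper gives 89. DESeq2 gave 161 and 106, which do not differ from the paper's values. No filter (4 and 20) and all other alternatives set before the data were examined differ. Of the settings chosen after seeing the values, DESeq2 on thinned counts gave 80, which does not differ, and 56, which does, and DESeq2 over the filtered genes gave 58 and 23, which differ. Which of the paper's genes they drop could not be counted.

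Protein coding genes took 45.7% of gene reads in Sarstedt and 44.6% in standard tubes, where the paper gives 75% for both. The share of TPM, 28.5% and 28.6%, differs too.

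PC1 carried 32.8% of the variance across biofluids, against the paper's value of about 12% in Fig. 1E, read by eye, and PC2 16.03%, against the paper's value of about 9.7% in Fig. 1E, read by eye. On log10 TPM plus 0.01, scaled, PC1 carried 21.6%, which differs, and PC2 14.5%, which does not. For fresh and preserved urine PC1 carried 55.7%, against the paper's value of about 29% in Supplementary Fig. S5C, read by eye. The scaled alternative, 46.3%, differs as well.

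The paper states that spike-ins correlate above 0.9 between samples, and 38 of 153 pairs of the patients' libraries did so on log10 TPM and 72 on linear TPM, including every pair within a biofluid. It states that plasma and urine gave over 20,000 genes on average, and the averages were 19701 and 19721. It states a wide range of orders of magnitude in each sample, and blood spanned 3.51 to 4.10 and urine 4.11 to 4.76. Its Fig. 2A ranks hemoglobin genes first in blood, and RN7SL2 took 27.3% of blood TPM against 11.3% for HBA1, while by counts HBA1 came first. It places neutrophil genes among those down-regulated in post-treatment plasma, and 17 of 25 neutrophil genes leaned up without a call (camera adjusted p = 0.0638), while the 1 neutrophil gene that DESeq2 called was lower, the paper's direction. Neutrophil, B and T cell lists leaned lower in CSF than in plasma, with no call left at an estimated correlation (lowest adjusted p = 0.0819). The paper describes CSF as enriched for immune genes. It describes fresh and preserved libraries as nearly identical in gene expression, and 15 genes were lower and 1 higher after preservation, or 279 lower and 54 higher with a replicate block for the patient, while libraries of the same patient correlated at r = 0.919 to 0.939.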

Other observations

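Whole blood leaned toward monocyte and macrophage, T and NK cell and platelet mRNA post-treatment, beside the lean away from erythroid mRNA. Monocyte and macrophage genes were higher in 17 of 20 (median log2 fold change 0.26, camera adjusted p = 0.00277), adjusted p = 0.760 with an estimated correlation. Platelet genes were higher in 23 of 26 (0.26, adjusted p = 0.00277), adjusted p = 0.760 with an estimated correlation, small nuclear and Cajal body RNA in 15 of 19 (0.22, adjusted p = 1.95e-04), adjusted p = 0.760 with an estimated correlation, and T and NK cell genes in 22 of 28 (0.12, adjusted p = 0.0217), adjusted p = 0.760 with an estimated correlation. The adjusted p with 1 library left out reached 0.379 for monocyte and macrophage genes, 0.874 for platelet genes, whose direction turned in 1 fit, 0.232 for small nuclear and Cajal body RNA and 0.618 for T and NK cell genes. GYPC, a red cell membrane glycoprotein (ENSG00000136732, GRCh38 chr2:126656133-126696667), went from 1130 ± 56.7 to 820.3 ± 117 normalized CPM (mean ± SD, n = 3 each, log2 fold change -0.46, edgeR adjusted p = 0.999, 3 of 3). Genes of the paper's Fig. 2, which the study chose on these samples, were lower in 16 of 22 (-0.29, adjusted p = 0.00798), adjusted p = 0.760 with an estimated correlation and up to 0.282 without 1 library.

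Between plasma and blood, podocyte genes were higher in plasma in 6 of 7 (median 1.70 pre-treatment, camera adjusted p = 0.00994), adjusted p = 0.310 with an estimated correlation and 0.0720 with a replicate block, and nuclear-retained lncRNA was lower in 6 of 9 (-0.41, adjusted p = 0.0330), adjusted p = 0.310 with an estimated correlation and 0.330 with a replicate block. Other themes of the study's clinical question did not pass in any comparison: fluid channels and transport (lowest camera adjusted p = 0.192, plasma vs blood pre), FGF and PI3K signaling (0.0833, CSF vs plasma) and one-carbon metabolism (0.285, urine vs plasma).

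The tests below were chosen after the results they bear on had been seen. Patients' CSF held fewer genes than the normal-ICP pools. Depth acts against this difference, since patients had 14.2 to 14.7 M gene reads and pools 3.33 to 7.14 M, and after thinning to 3329364 gene reads the difference of patients less pools was -6306.9 genes (15552 ± 727 against 21859 ± 529, exact permutation p = 0.0286, the smallest of 35 splits). Pools mix donors and could hold more genes for that reason: 418 genes called by DESeq2 had no reads in 1 group, but every pool is a control and no patient is pooled, so this stays open.

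Each comparison was repeated on other splits of its samples, the real split counted in. For DESeq2 calls a count as large as the real one appeared in 9 of 10 splits in blood (real 9, highest other 71), 7 of 10 in plasma (186, 933), 1 of 35 in CSF (1125, 517) and 13 of 40 in urine (267, 740). The split with 933 calls set apart the 3 plasma libraries with the highest mitochondrial rRNA share, which points to structure of the samples, as does the urine split with 740. Splits of 3 against 3 are too few for a share under 0.05.

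For edgeR calls it appeared in 10 of 10 in blood (0, 0), 10 of 10 in plasma (0, 0), 1 of 35 in CSF (2, 1), 84 of 84 in urine (0, 1), 100 of 100 for the difference of both changes (0, 33), 10 of 10 between tubes (0, 34) and 1 of 10 in preserved libraries (16, 0). It appeared in 1 of 10 in plasma vs blood pre (7594, 0) and post (7564, 0), urine vs plasma (4190, 0) and CSF vs plasma (215, 0). The splits with 33 and 34 calls, against 0 for the real ones, point to structure of the samples.

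For lists called it appeared in 5 of 10 in blood (8, 11), 5 of 10 in plasma (3, 5), 3 of 35 in CSF (8, 8), 18 of 84 in urine (8, 13), 36 of 100 for the difference of both changes (4, 8), 3 of 10 between tubes (1, 2) and 10 of 10 in preserved libraries (0, 12). It appeared in 1 of 10 in plasma vs blood pre (11, 7) and post (10, 9), urine vs plasma (22, 19) and CSF vs plasma (15, 12). In blood, plasma and urine, splits that mix the groups thus often call as many lists. The fits of preserved libraries had no block for the patient. There, splits that kept both libraries of a patient on the same side called 4 to 12 lists, and splits that parted every pair called 0.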
